# MiRNA Profiling in Pectoral Muscle Throughout Pre- to Post-Natal Stages of Chicken Development

**DOI:** 10.3389/fgene.2020.00570

**Published:** 2020-06-23

**Authors:** Min Chen, Shaolan Zhang, Zhongxian Xu, Jian Gao, Shailendra Kumar Mishra, Qing Zhu, Xiaoling Zhao, Yan Wang, Huadong Yin, Xiaolan Fan, Bo Zeng, Mingyao Yang, Deying Yang, Qingyong Ni, Yan Li, Mingwang Zhang, Diyan Li

**Keywords:** chicken, miRNA, myoblast, differentiation, gga-miRNA-454

## Abstract

MicroRNA (miRNA) is known to be an important regulator of muscle growth and development. The regulation of microRNA on the skeletal muscle phenotype of animals is mainly achieved by regulating the proliferation and differentiation of myoblasts. In this study, we sequenced a total of 60 samples from 15 developing stages of the pectoral muscle and five other tissues at 300 days of Tibetan chicken. We characterized the expression patterns of miRNAs across muscle developmental stages, and found that the chicken growth and development stage was divided into early-embryonic and late-embryonic as well as postnatal stages. We identified 81 and 21 DE-miRNAs by comparing the miRNA profiles of pectoral muscle of three broad periods and different tissues, respectively; and 271 miRNAs showed time-course patterns. Their potential targets were predicted and used for functional enrichment to understand their regulatory functions. Significantly, GgmiRNA-454 is a time-dependent and tissue-differential expression miRNA. In order to elucidate the role of gga-miRNA-454 in the differentiation of myoblasts, we cultured chicken myoblasts in vitro. The results show that although gga-miRNA-454-3p initiates increase and thereafter decrease during the chicken myoblasts differentiation, it had no effect on primary myoblasts proliferation. Furthermore, we confirm that gga-miRNA-454 inhibits myoblast differentiation by targeting the myotube-associated protein SBF2.

## Introduction

Skeletal muscle is a type of striated muscle tissue responsible for all voluntary movement in animals. It accounts for half of the total body weight of the chicken. It is an important organization involved in regulation of animal metabolism, and strength (Pavlath and Horsley, 2003). The growth and development of skeletal muscle have an essential influence on meat production performance of poultry (Anne et al., 2016). Previous research on Tibetan chicken muscles involved physical characteristics and processing properties (Qiu et al., 2011). Some assessed the adaptation of lowland chickens to highland from several aspects of liquid characteristics, blood gas and blood volume (León and Monge, 2004). Previous reports on Tibetan chickens have focused mainly on the physiological, biochemical and molecular mechanisms related to the adaptation of high-altitude environments (Monge and Leónvelarde, 1991; Xiao et al., 2005; Weber, 2007). However, there are few studies on the growth and development of Tibetan chickens, especially the regulation of miRNA on muscle growth and development of Tibetan chicken.

Skeletal muscle development is a complicated biological process controlled by various regulatory factors and signaling pathways. The muscles in avian development are composed of multiple myogenic groups (Cossu and Molinaro, 1987; Stockdale and Jeffrey, 1987). Myoblasts from embryonic and adult chicken development exhibit intrinsically distinct classes of myogenic populations. Embryonic myoblasts are most abundant on day 5, whereas fetal myoblasts are most abundant between days 8 and 12 (Stockdale, 1993). In chicken, during early embryonic and late fetal development, several myoblasts fuse to form myotubes containing multiple muscle colonies with various types of fast and slow myosin heavy chain (Bentzinger et al., 2012). Moreover, it has been reported that the initial stage of myogenesis in poultry is 3–7 days in the embryonic stage, and the subsequent fetal stage or the second stage is 8–12 days in the embryonic stage (Cossu and Molinaro, 1987). The proliferation of chicken embryonic myoblasts and the process of their differentiation into myotubes largely determines the number of muscle fibers after birth (Brown, 1987; Goldspink and Ward, 1979). MiRNAs are involved in various aspects of skeletal muscle development by targeting transcription factors at different stages (Güller and Aaron, 2010). Due to the tissue specificity of miRNA expression, several muscle-specific miRNAs (“myomiRs”), such as miRNA-1, miRNA-133, miRNA206 and miRNA-499 have been identified that control signaling pathways mediating skeletal myogenesis (Horak et al., 2016). MiRNAs are considered as an integral part of muscle formation regulatory network, and some miRNAs are colinearly expressed in time and space during body development (Wienholds and Ronald, 2005). Of note, some miRNAs are expressed in diverse tissues of animals and belong to non-specific miRNAs. However, the expressions of miR-23–27–24 clusters have limited effect on muscle growth and development in animals (Lee et al., 2019).

The study of chicken miRNA regulation mainly involves development in many aspects, including embryos, bones, gonads, and neuro development, the rest are in terms of immune function as well as viral infection and treatment (Hornstein et al., 2005; Dahlberg and Lund, 2007; Rodriguez et al., 2007; Hicks et al., 2008; McGlinn et al., 2009; Zhao et al., 2009; Bannister et al., 2011; Burnside and Morgan, 2011; Song et al., 2013). Studies of miRNAs in chicken embryos have shown that fibroblast growth factor (FGF)-mediated signaling negatively regulates the initiation of miR-206 gene expression, demonstrating for the first time that developmental signaling pathways impact miRNA expression (Sweetman and Tina, 2006). In addition, by comparing the miRNA expression profiles of myoblast in the proliferative stage, it was found that miR-221 and miR-222 were significantly down-regulated during chicken myoblast differentiation (Cardinali et al., 2009). Expression of the cell cycle inhibitor protein gene (p27) regulates differentiation and maturation of skeletal muscle cells (Cardinali et al., 2009). Recently study showed that under hypoxia conditions, specific microRNA (miRNA) regulates lung development, and hypoxia induces the elevation of miR-15a, thereby inhibiting the expression of Bcl-2 protein in Tibetan chicken (Du et al., 2017).

This study constructed 13 miRNA libraries of pectoral muscles and 6 different tissues at different growth stages, screened time-dependent and tissue-differential expression miRNAs, and further analyzed possible target genes and related regulatory pathways of these miRNAs to enrich chicken miRNA The information reveals the spatiotemporal specific expression characteristics of miRNAs in muscles, and lays the foundation for a deep understanding of their role in regulating muscle growth and development.

## Materials and Methods

### Ethics Statement

All experimental protocols were subject to the Institutional Animal Care and Use Committee in the College of Animal Science and Technology, Sichuan Agricultural University, China.

### Sample Collection and RNA Extraction

The muscle tissue used in embryonic period of this experiment was collected by incubation of the eggs in time, and all the fertile eggs were bought from Jiuding yuan Ecological Livestock and Poultry Breeding Co., Ltd. located in Mao County, Aba Tibetan and Qiang Autonomous Prefecture, Sichuan Province. The entire embryo organization was collected on the 5th day (E5) and 7th day (E7) of the embryonic stage. We collected pectoral muscle tissue from six experimental periods at the embryonic stage of 9th day (E9), 12th day (E12), 15th day (E15), 18th day (E18), 20th day (E20) and the first day after hatching (D1). Further, we collected pectoral muscle tissue from seven periods post-hatching, including the 36th day (D36), 100th day (D100), 300th day (D300), 2nd year (2Y), 5th year (5Y), 8th year (8Y) and 12th year (12Y), and six tissues originated from different germ layers at the age of 300th day including brain, liver, ovary, spleen, kidney, pectoral muscle. All samples were collected in triplicates. To collect various tissues, birds were slaughtered after giving anesthesia, and samples were wrapped in aluminum foil, flash frozen in liquid nitrogen and transported to laboratory, then stored at −80°C until RNA extraction. Total RNA was extracted from individual sample using RNAiso Plus reagent (TaKaRa) following manufacturer’s recommendations. RNA was quantified by Nanodrop ND-2000 spectrophotometer (Thermo Fisher Scientific, United States); and RNA purity was evaluated by agarose gel electrophoresis. All RNA samples were stored at −80°C for subsequent study.

### Small RNA Sequencing and Data Analyses

Both Small RNA library construction and sequencing were performed Illumina (Solexa) platform (ANNOROAD, Beijing, China). The raw reads stored in FASTQ-formatted files were subjected to quality filtering using fast-tool kit software to remove low quality reads (>20% bases with a mass value <30), thereby the high-quality reads were obtained. Cutadapt software (Martin, 2011) was used to further remove the sequencing adapters and fragments <18 nt and >30 nt in length. Subsequently, the remaining 18∼30 nt clean reads were aligned to Repbase database^1^ to exclude transfer RNA (tRNA), ribosomal RNA (rRNA), small nuclear RNA (snRNA), small nucleolar RNA (snoRNA) using bowtie2 software (Langmead, 2010) with perfect matches. The high quality reads were mapped to Gallus gallus genome to identify known mature miRNAs or pre-miRNAs using miRBase database v.21^2^. The unannotated sequences were mapped to reference genome of zebra finch (Taeniopygia guttata) is closely related species with chicken in order to predict novel miRNAs using mapper.pl script from mirDeep2 (Friedlander et al., 2008). We take miDeep2 scores ≥5 and the secondary structure p value as yes as candidate miRNAs. A candidate novel miRNA predicted by at least two samples was considered as a novel miRNA.

### Analysis of miRNA Expression Profiles

Hierarchical clustering analysis was performed based on a distance matrix of the Pearson correlation of the samples. Principal component analysis finds low-dimensional linear combinations of data with maximal variability. To identify miRNAs which were differentially expressed across development, we separated 13 time points to three periods based on the HCL results and used *t*-test to detect differentially expressed miRNAs (DE-miRNA) between the three periods and six tissues of D300, respectively, genes with *P*-value ≤ 0.05, fold change (FC) ≥2 or ≤0.5 were denoted as DE-miRNAs (Ying et al., 2014). The R package, maSigPro (Nueda et al., 2014) was used for time course analysis of expression data. A cut-off value for the R-square of the regression model was taken as 0.6.

### Functional Analysis of Target Genes

Prediction of DE-miRNAs targets was performed by the intersection of miRDB^3^ and TargetScan^4^. Next, Gene Ontology (GO) and the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis for functional annotation of target genes were performed using Metascape^5^ (Zhou et al., 2019). All genes in the genome were used as enrichment background with *p*-value < 0.01, a minimum count of three, and an enrichment factor >1.5.

### Quantitative Real-Time PCR Analysis

We perform Real-time quantitative PCR analysis for randomly selected 5 known differentially expressed miRNAs and 3 novel miRNAs. First-strand cDNA was synthesized using miRNA first-strand cDNA synthesis kit (Aidlab Biotechnology Co. Ltd., Beijing, ChinaqRT-PCR was carried out using the TransStart^®^ Top Green qPCR SuperMix (TransGen Biotech, Beijing, China). The qRT-PCR was performed using mRNA-specific primers and a universal miRNA reverse primer 5′-TCTAGAGGCCGAGGCGGCCGACATGT-3′. The primer sequences are listed in the Table 1. U6 gene and β-actin gene were used as endogenous internal controls for normalization. We collected cells before transfection as a control group. The cells in this control group were not treated with mimic, inhibitor, mimic NC, inhibitor NC. When studying the expression of gga-miR-454 during the growth of primary myoblasts, we counted the gga-miR-454 expression collected at 24 h as 1, and compared it with other time points to calculate the difference. The 2^–ΔΔCT^ method was used to determine the relative miRNA and mRNA abundance (Livak and Schmittgen, 2001).

**TABLE 1:** The primer information of Q-PCR.

Gene	Primer Sequence	Tm/°C	Product size/bp
*Myhc*	F: CTCCTCACGCTTTGGTAA	58	213
	R: TGATAGTCGTATGGGTTGGT		
*Myog*	F: GGAGGCTGAAGAAGGTGA	59	149
	R: CTGGTTGAGGCTGCTGA		
*SBF2*	F: AAATCCCTCCCAACAAAG	57	78
	R: GCCAAAAGGTCACTAACG		
*β-actin*	F: GCCAACAGAGAGAAGATGACAC	60	140
	R: GTAACACCATCACCAGAGTCCA		
gga-miR-454-3p	F: CAGUGCAAUAGUAUUGUCAAAGCAU	60	/
	R: ATTCTAGAGGCCGAGGCGGCCGACATGT		
gga-miR-301b-3p	F: GCGGCAGTGCAATAGTATTGTCAAAGCAT	60	/
	R: ATTCTAGAGGCCGAGGCGGCCGACATGT		
gga-let-7a-2-3p	F: CTGTACAACCTCCTAGCTTTCC		
	R: ATTCTAGAGGCCGAGGCGGCCGACATGT		
gga-miR-101-3p	F: GGGTACAGTACTGTGATAACTGA		
	R: ATTCTAGAGGCCGAGGCGGCCGACATGT		
gga- miR-133c-3p	F: TTGGTCCCCTTCAACCAGCT		
	R: ATTCTAGAGGCCGAGGCGGCCGACATGT		
gga-miR-204	F: TTCCCTTTGTCATCCTATGCCT		
	R: ATTCTAGAGGCCGAGGCGGCCGACATGT		
gga-miR-144-3p	F: GGCTACAGTATAGATGATGTACTC		
	R: ATTCTAGAGGCCGAGGCGGCCGACATGT		
new-miRNA-11	F: TCCAGCATCAGTGATTTTGTTG		
	R: ATTCTAGAGGCCGAGGCGGCCGACATGT		
new-miRNA-15	F: AAGCCCTTACCCCAAAAAGCAT		
	R: ATTCTAGAGGCCGAGGCGGCCGACATGT		
U6	F: GGAACGATACAGAGAAGATTAGC	58	Du et al., 2017
	R: TGGAACGCTTCACGAATTTGCG		

### Preparation of Chicken Embryo Extract

The entire embryo was collected by removing the head and internal organs and washed with DMEM and minced into small fragments with sterilized scissors. The fragments were mixed with DMEM/F12 medium in a 1:1 volume with a 50 mL syringe repeatedly. Repeated freeze-thaw three times in −80°C. or liquid nitrogen (Kita et al., 1998). After centrifugation at 10,000 *g* for 10 min, supernatant was carefully collected into a 15 mL centrifuge tube and stored frozen at −20°C. Aggregates were removed by centrifugation at 700 *g* for 10 min prior to use of the reagents, followed by the addition of 5% complete medium supernatant.

### Isolation and Culture of Primary Myoblasts

Embryonated chicken eggs (Arbor Acres) were purchased from Large Poultry Breeding professional cooperative in Xinjin County, Chengdu, Sichuan province, China. We refer to the methods reported in the previous literature (Gerstenfeld et al., 1984; Yablonka and Nameroff, 1987; Hartley et al., 1992). Eggs were maintained in incubator at 37.5°C with a relative humidity of 60% for 10 days. Myoblasts were isolated from pectoralis muscle by employing enzyme digestion and Percoll density centrifugation. Briefly, the pectoral muscle tissue from 10 embryos was collected under aseptic conditions and washed with phosphate-buffered saline (PBS) containing penicillin (100 units/mL) and streptomycin (100 μg/mL). Then muscle tissues were minced with sterilized sharp scissors into small fragments of about 1mm3. The fragments were digested with 0.1% concentration of the type I collagen enzyme (Solarbio C8140) of two volumes of meat for 30 min at 37°C, and the supernatant was discarded after centrifugation at 300*g* for 5 min. Digestion was repeated with 0.25% trypsin (Gibco) of three volume of remaining muscle tissue for 20 min at 37°C. Then, the muscle lysate was sieved sequentially filtered with a 200 and 400 mesh stainless steel strainer to remove large debris and the myoblasts were collected by centrifugation of 2000 rpm for 10 min. A cell population that contained skeletal myogenic precursor cells was recovered from 20/60% percoll interface (Yablonka et al., 1988). The isolated cells were seeded in growth medium (GM) containing DMEM/F12, 5% chicken embryo extract and 15% fetal bovine serum (FBS). To induce myoblasts differentiation, cells were seeded in differentiation medium (DM) containing 2% horse serum in DMEM.

### Cell Staining

The concentration of myoblast cells was adjusted to about 4 × 104 cells/well and then inoculated into the 24-well plates (5% CO2 incubator at 37°C), which was then induced to differentiate after 24 h. It is fixed and dead at the time point of 24, 48, and 72 h of the paving slab, respectively. Specifically, the cells were first washed with preheated PBS for 5 min each, then fixed in methanol for dehydration (5 min), and then dried on the ultra-clean table for 10 min. Cells were then incubated with May-Grünwald dilution solution (1:3 in the sodium phosphate buffer) for 5 min and washed twice with distilled water. Finally, cells were stained with Giemsa dilution solution (1:5 in distilled water) for 20 min and then rinsed thrice with distilled water. The cells visualized under an optical microscope and microscopic images were captured with 100× magnifications.

### Chicken Myoblasts Transfection

When chicken myoblasts reached approximately 80% confluence, cells were treated with micrON^TM^ miRNA mimic (100 nM) and micrOFF^TM^ miRNA inhibitor (200 nM) supplied by Ruibo Biotechnology Co., Ltd., Guangzhou. Negative controls for mimics and inhibitors were provided by Ruibo Biotechnology Co., Ltd., Guangzhou, using 100 nM and 200 nM transfection concentrations, respectively. In this in vitro transfection cell experiment, we used used miRNA mimic NC (100 nM) and miRNA inhibitor NC (200 nM) as negative controls, respectively. In addition, the recommended range is 10∼200 nM by Ruibo Biological, usually a larger number of miRNA inhibitors are needed to observe a better inhibitory effect, which is equivalent to several times the miRNA mimic amount, which may be the mechanism of competitive inhibition with miRNA inhibitors and efficiency. The cells were transfected by using Lipofectamine 3000 reagent (Invitrogen, United States), according to manufacturer’s direction.

### Immunofluorescence Analysis

The cells were fixed in 4% paraformaldehyde for 15 min at room temperature in a 24-well plate. Permeable cells were treated with 1% Trion X-100 for 10 min at 4°C. The cells were then blocked with 2% bovine serum albumin for 30 min at 37°C. Subsequently, cells were stained with MyHC primary antibody (1:100, F59 Santa) at 4°C overnight and were incubated with goat anti-mouse IgG conjugated to TRITC (1:100) (Zenbio). Finally, the cells nuclei were stained with DAPI (1 μg/Ml) to protect the cells from counterstaining by incubating the cells for 10 min at room temperature. The cells were observed and photographed using a fluorescent microscope.

### MiRNA Target Identification

miRNA and potential mRNA interaction binding sites were predicted by Targetscan^6^ (Lewis et al., 2005)andRNAhybrid2.2^7^ (Gruber et al., 2008). QPCR was used to detect the expression of target genes after transfection of mimics and inhibitors.

### Dual-Luciferase Assay

The 3′-UTR of *SBF2* was amplified and cloned into the pmirGLO dual-luciferase reporter eukaryotic expression vector completed by Shanghai Bioengineering Co., Ltd., Shanghai. The mutant *SBF2* 3′UTR plasmids were generated by missing the seven gga-miRNA-454 binding sites (5′-TGCACTA-3′). DF-1 cell (Fudan University Cell Bank) were co-transfected with 100 ng of the wild or mutant *SBF2* 3′UTR dual-luciferase reporter and 0.25 μL of the miR-454 mimic or negative control duplexes using Lipofectamine 3000 reagent (Invitrogen, United States) in 24 well plate. After transferring into the cells for 48 h, the cells were collected and the reaction intensity of firefly fluorescence and sea-renal fluorescence was measured, and the ratio of the two reaction intensities was calculated to correct.

### Statistical Analysis

Expression of all genes and miRNAs were calculated using 2^–ΔΔCT^ method, all data were represented as mean ± SEM based on at least 3 replicates for each treatment. The ANOVA program of IBM SPSS20 Statistics (SPSS Inc, Chicago, IL, United States) software was used to analyze the relative expression of each gene, and the multiple comparison was performed by Duncan method. The final result is plotted using GraphPad Prism 5 (GraphPad Software, Inc, San Diego, CA, United States).

## Results

### RNA-Seq Result

Collect 13 different periods of pectoral muscle tissue and two chicken embryos and five other tissues of D300, three replicates per sample, a total of 60 samples were used for next-generation sequencing. 

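Small RNA was sequenced in 39 pectoral muscle samples of the 13 stages from E9 to Y12, in 6 samples of whole embryos at E5 and E7, and in 15 samples of liver, ovary, brain, spleen and kidney at D300, with 3 samples per group. Stages are named by embryonic day (E), day after hatching (D) and year (Y). The sample labels give the age of the Y2 group as 3 years and call the E5 and E7 samples pectoral muscle, while the methods of the paper give 2 years and the entire embryo. The discussion of the paper writes Y3, as the labels do. The account in the methods was used for both. The early-embryonic period (Pre_E) holds E9 and E12, the late embryonic period (Lat_E) holds E15, E18, E20 and D1, and the postnatal period (Bir_G) holds D36 to Y12. The authors trimmed and filtered the reads, excluded other small RNAs, assigned the rest to known miRNAs of miRBase and to miRNAs predicted with miRDeep2, and deposited 2 tables of TPM values per sample. One table holds the embryos and the muscle stages, and the other holds the 5 other tissues. In each of the 60 samples nearly all values were whole multiples of 1 step, with a lowest share of 99.7%, so the TPM values are read numbers scaled to a library total (RPM) and carry no length correction. In 4 samples (E7-2, E9-3, D100-3 and Y8-2) this step, 0.0991 to 0.101 TPM, is so close to 0.1 that no library total was taken from it. Library totals in the other 56 were 9347754 to 13060558 reads, with a median of 10722847. The paper's average of 12419423 reads per sample refers to raw reads, and the TPM values use the library totals. The listed miRNAs summed to 427686 to 625484 TPM in Pre_E (median 523737), at most 541736 TPM in Lat_E (median 438834) and 657870 to 875328 TPM in Bir_G (median 776228). Their sum was 374615 to 630236 TPM in the whole embryos (median 502886) and at least 410664 TPM in the 5 other tissues (median 788209). The smallest amount taken as detectable, 3 reads, was 0.230 to 0.321 TPM in these 56. The share of the summed TPM held by gga-miR-133a-3p was 5.47 ± 4.37% (SD, n = 6) in Pre_E, 32.4 ± 9.84% (SD, n = 12) in Lat_E and 40.3 ± 4.62% (SD, n = 21) in Bir_G. Replicate samples of a group were compared in 52 pairs, and the reads of every pair differed by more than the sampling noise (smallest chi-square per degree of freedom 125), so each sample counted once. Levels below are TPM as deposited, and changes are differences of log2(TPM + 1), which understate the change of low miRNAs.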

We obtained a total of 745,165,420 raw reads, with an average of 12,419,423 reads per sample. The raw reads Q20 was between 98.89–95.75% of these 60 samples. Q30 was between 97.88 and 91.6% (Supplementary Table S1). Then the information of the novel miRNAs of all samples was predicted, and the miRNA of at least two samples were predicted as the novel miRNA. Statistics of miRNA species in different developmental stages and in different tissues (Supplementary Figure S1). We calculated the base lengths of Clean data in 15 periods and found that the miRNA length distributions in different periods were basically the same, mainly concentrated between 21–24 nt (the percentage of totals ranged from 69.89 to 90.43) (Supplementary Figure S2). 

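A miRNA listed above 0 TPM was counted as detected in a pectoral muscle sample. The number was 522 ± 20.4 (SD, n = 3) at E9, 490 ± 30.9 at E12, 439 ± 34.2 at E15, 426 ± 5.77 at E18, 381 ± 36.5 at E20 and 348 ± 40.3 at D1. It was 363 ± 18.6 at D36, 389 ± 10.4 at D300 and 368 ± 14.1 at Y12, and the other postnatal stages lay between 358 (Y5) and 372 (Y2). Over the 39 samples the number was correlated with the stage order, with a Pearson r of −0.748 and a Spearman rho of −0.692 (two-sided permutation tests, p = 1e-05 for both, the smallest that 100000 permutations can give; Benjamini-Hochberg adjusted p = 2.18e-05 over a family of 24 relations). Without the samples of the first and last stage, which are the farthest from the median stage, r was −0.694 (n = 33). The labels and the paper name no sequencing batch. Within the samples from E9 to D1, r was −0.917 (n = 18), and within the samples from D36 to Y12 it was −0.148 (n = 21; permutation test, p = 0.528, adjusted p = 0.575). Counting only miRNAs of at least 10 TPM moved the pooled r most, to −0.503, and it was then −0.293 without the first and last stage (permutation test, p = 0.0980) and −0.404 within the samples from D36 to Y12 (permutation test, p = 0.0709, adjusted p = 0.0945).

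**Figure D1:**
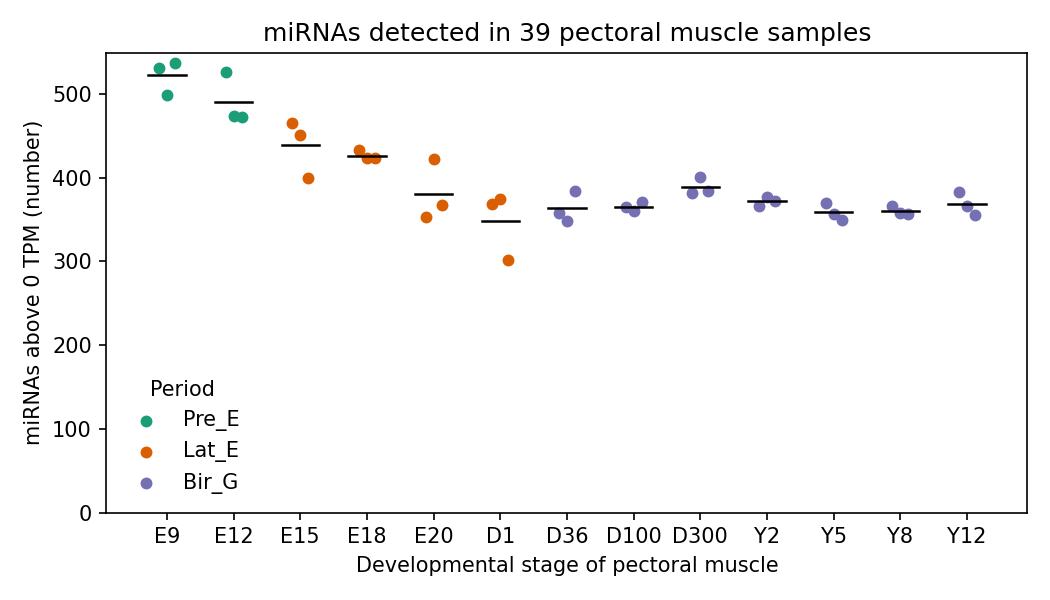
Number of miRNAs above 0 TPM (vertical axis) in each pectoral muscle sample by developmental stage (horizontal axis). Points are single samples coloured by period, and bars are means of 3 samples; the means fall from 522 at E9 to 348 at D1 and then stay between 358 and 389.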

The number of miRNA expression gradually decreases with the development of muscles and eventually stabilizes. A total of 834 miRNAs including 631 preciously identified miRNAs and 203 novel miRNA candidates were obtained across 13 pectoral muscle developmental stages. 

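In the 39 pectoral muscle samples, 816 miRNAs were listed above 0 TPM in at least 1 sample, of which 631 were known and 185 were predicted miRNAs. The muscle table lists 890 miRNAs in all, 687 known and 203 predicted. Of the miRNAs above 0 TPM, 728 were seen in at least 2 samples. A higher limit moved the number most: 555 miRNAs reached 1 TPM in at least 1 sample, and 279 reached 10 TPM.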

Additionally, a total of 672 miRNAs including 548 known miRNAs and 124 novel miRNAs were identified among six tissues collected at the age of 300 days (Supplementary Table S2). 

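In the 18 samples of the 6 tissues at D300, 685 miRNAs were above 0 TPM in at least 1 sample, 563 known and 122 predicted. In the 5 tissues other than pectoral muscle alone, the numbers were 546 known and 122 predicted. Of the known miRNAs, 548 are listed in both tables. Each sample was normalized by itself, so known miRNAs could be set side by side across the tables. No predicted name occurs in both tables (0 shared), so the 79 predicted miRNAs above 0 TPM in D300 pectoral muscle could not be matched to the 122 and were not added. With a limit of 1 TPM the total was 443, and with 10 TPM it was 266. The brain samples held the most miRNAs, 473 ± 28.1 (SD, n = 3), and the kidney samples the fewest, 325 ± 7.77 (SD, n = 3).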

Sequencing data has been uploaded to NCBI (GSE 139304).

### MiRNAs Can Be Classified as Three Time-Dependent Patterns According Their Expression Profiles

In order to obtain an overview of the miRNA expression profiles of 60 Tibetan chicken samples, we performed hierarchical clustering analysis and principal component analysis. PCA and HCL analysis was performed using the expression profiles of different periods of miRNAs. 

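Average-linkage clustering of the 39 pectoral muscle samples on 1 minus the Pearson correlation of log2(TPM + 1) was divided into 3 groups. One group held all 21 samples from D36 to Y12. The second held the 3 samples of E9, and the third held the 15 samples of E12, E15, E18, E20 and D1. The adjusted Rand index of these groups against Pre_E, Lat_E and Bir_G was 0.875, where 1 is a perfect match. Complete linkage, and miRNAs with a mean of at least 1 TPM, gave the same 3 groups. Untransformed TPM moved the result most, with groups of 30, 5 and 4 samples and an index of 0.407. There E12-2 fell in the group of the E9 samples, and E12-1 and E12-3 in that of the E15 samples. In the principal component analysis of log2(TPM + 1), component 1 held 63.0% of the variance and component 2 held 9.35%. Scores on component 1 were −31.9 to −27.8 in Pre_E, −28.9 to −7.78 in Lat_E and 15.7 to 24.1 in Bir_G. Scores on component 2 were 2.13 to 26.9 in Pre_E, −15.2 to 1.46 in Lat_E and −1.45 to 4.70 in Bir_G. Component 1 set Bir_G apart from the others. Component 2 mainly set E9 apart, with samples at 18.6 to 26.9. Those of E12 were at 2.13 to 7.40, next to E15 (at most 1.46).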

Three clusters containing early -embryonic (Pre_e, including E9 and E12), late embryonic (Lat_e, including E15, E18, E20, and D1) and postnatal stages (Bir_g, including D36, D100, D300, Y2, Y5, Y8, and Y12) were found (Supplementary Figures S3B, S3D). Indicates that major distinctions in the miRNA expression profiles occurred during these three time periods. 

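Pearson correlations between stages, on log2 of the mean TPM of a stage plus 1, were computed across miRNAs, which are not independent replicates. The lowest of all pairs of stages was 0.837, between E9 and Y12, and the highest was 0.995, between D36 and D100. The correlation between E9 and E12 was 0.969, and that between Y8 and Y12 was 0.992. With untransformed TPM, which follows the most abundant miRNAs, the lowest was 0.198 (E9 and D300) and the highest was 0.999 (Y8 and Y12), and E9 and E12 gave 0.865. Averaged over the 9 pairs of single samples, E9 and E12 gave 0.955 ± 0.00837 (SD over pairs). E9 and Y12 were then again the lowest pair, at 0.827, and Y5 and Y8 were the highest, at 0.989. For stage means without replicate 2 the highest pair was also Y5 and Y8 (0.993). Without replicate 1 the lowest pair was E12 and Y12 (0.826), and without replicate 3 it was E9 and Y8 (0.833).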

Clustering analysis revealed that the lowest miRNA expression similarity was shown between Y8 and Y12 (Pearson correlation, *R* = 0.809), whereas E9 and E12 showed the highest expression correlation (Pearson correlation, *R* = 0.996), suggesting the correlation between embryonic prophase were relatively weak compared to with the post-embryonic growth periods stages. Further, the different tissue samples examined were separated based on tissue type, in which the brain, liver, kidney and heart were clearly separated (Supplementary Figures S3A, S3C).

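The 18 samples at D300 were clustered in the same way and divided into 6 groups. Each group held the 3 samples of 1 tissue, for brain, liver, kidney, ovary, spleen and pectoral muscle, and the adjusted Rand index against tissue was 1. Untransformed TPM moved this most, to an index of 0.770: liver, kidney, brain and pectoral muscle still stood apart, while 5 samples of ovary and spleen fell together and 1 spleen sample stood alone. Heart was not analysed here.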

### GgmiRNA-454 Is a Time-Dependent miRNA

Time series analysis was performed to explore the developmental dynamics of miRNAs across chicken pectoral muscle. A total of 271 miRNAs showed time-course patterns during the stage of chicken growth and developmental curve, divided into 9 clusters (Supplementary Tables S7, S8). 

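A polynomial of degree 2 in the stage order was fitted to log2(TPM + 1) of the 39 pectoral muscle samples, with the steps of maSigPro: an F test with Benjamini-Hochberg adjusted p of at most 0.05, backward elimination of terms, and an R-squared of at least 0.6. Of 816 miRNAs tested, 216 passed, of which 183 were known and 33 were predicted. The fitted level fell from the first to the last stage in 161 and rose in 55. The straight line alone was kept in 63, and the quadratic term was kept in 153. All 216 are listed in Table S8 of the paper. The log2 scale, the degree and the stage order were chosen because they fit the values of Tables S7 and S8. This overlap was therefore built in and is no independent evidence. Table S8 lists fewer miRNAs than the text of the paper counts, and nearly all of those it lists are among the 216. Taking time as days since the start of incubation in place of the stage order moved the number most, to 20, while the logarithm of days gave 171.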

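gga-miR-454-3p was 6088 ± 3116 TPM (SD, n = 3) at E9 and 6484 ± 2531 TPM at E12. The difference of 0.19 on the log2 scale was smaller than the spread between replicates (exact two-sided permutation test, n = 3 per stage, p = 0.8; 3 samples against 3 cannot go below 0.1). Without replicate 2 the difference was −0.061. The level was then 2802 ± 622 TPM at E15, 2319 ± 156 at E18, 1551 ± 652 at E20 and 1977 ± 769 at D1. After hatching it was 430 ± 129 TPM at D36, 296 ± 84.0 at D100 and 108 ± 37.3 at D300. All samples of E12 lay above all samples of E15, as did D1 above D36 and D100 above D300 (exact permutation tests, n = 3 per stage, p = 0.1 each, the smallest the design allows). The last stages were 58.4 ± 10.2 TPM at Y2, 72.2 ± 32.9 at Y5, 53.3 ± 28.6 at Y8 and 41.9 ± 8.05 at Y12, and their steps were within the replicate spread (exact permutation tests, n = 3 per stage, p = 0.8, 0.6 and 0.8). The fit over the 13 stages kept only the straight line, with an R-squared of 0.9247. Over the settings tried, R-squared ranged from 0.663 with time as days to 0.960 with the logarithm of days. Within E9 to D1 the slope was −0.40 per stage on the log2 scale, and within D36 to Y12 it was −0.56. Its log2 ratio to gga-miR-301a-3p was 2.42 to 4.19 in the groups up to D1 and −0.16 to 0.56 in those from D36 on.

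**Figure D2:**
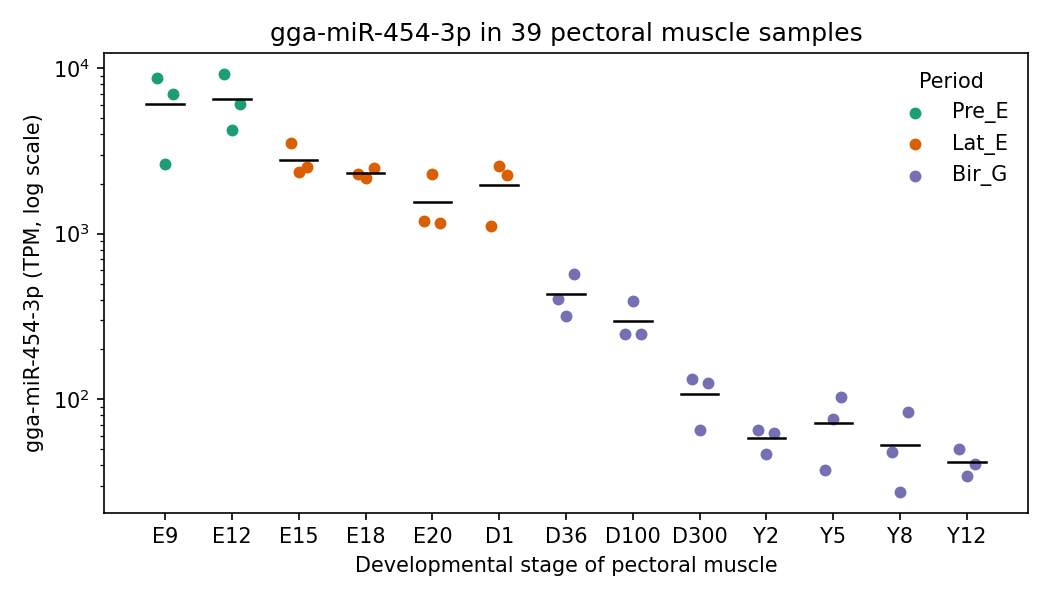
gga-miR-454-3p in TPM on a log scale (vertical axis) in each of the 39 pectoral muscle samples by developmental stage (horizontal axis). Points are single samples coloured by period and bars are means of 3 samples; the means run from 6088 TPM at E9 to 41.9 TPM at Y12.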

Gga-miRNA-454 showed a trend of increasing first, then decreasing, and finally stabilizing in the four cluster (Figure 1). To evaluate the stage-dependent transcriptomic activities across the life cycle of the chicken, we performed differential miRNA expression analysis by comparing any two adjacent developmental stages. These developmental stages include early -embryonic, late embryonic and postnatal stages. A total of 81 dynamic DE-miRNAs were obtained by time difference analysis (Figure 2A). 

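The miRNAs called in all 3 comparisons of periods (Pre_E vs Lat_E, Lat_E vs Bir_G and Pre_E vs Bir_G) numbered 62. Of these, 50 were lower in the later period each time, 5 were higher each time, and 7 changed direction. gga-miR-204 and gga-miR-211, which have the same values in every sample, are counted separately. Untransformed TPM with the ratio of means raised the number most, to 144. Taking stage means in place of samples as units lowered it most, to 37.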

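The samples of each period were compared with limma on log2(TPM + 1), over miRNAs above 0 TPM in at least 1 of the samples compared. A miRNA was called at an unadjusted p of at most 0.05 and an absolute log2 fold change of at least 1, the thresholds in the methods of the paper. Between Pre_E and Lat_E (6 against 12 samples), 155 of 760 miRNAs were called, 16 higher and 139 lower in Lat_E. Between Lat_E and Bir_G (12 against 21 samples), 203 of 731 were called, 101 higher and 102 lower in Bir_G. Between Pre_E and Bir_G, 285 of 785 were called, 90 higher and 195 lower in Bir_G. With Benjamini-Hochberg adjustment the numbers were 147, 203 and 283. These tests take samples as units, 3 from each stage, and so count more independent units than there are stages. With stage means as units the numbers were 112, 199 and 276. The median change of miRNAs with a mean of at least 10 TPM was −0.84, 0.26 and −0.61 in the 3 comparisons, so the direction of calls depends on the scaling. After centring each sample on the median of the miRNAs above 1 TPM in every sample, the calls between Pre_E and Lat_E were 98 higher and 30 lower, and only 46 of the 155 were among them. The numbers moved most with untransformed TPM between Pre_E and Lat_E, to 313, and with the edgeR test on recovered reads in the other comparisons, to 519 and 551. Among miRNAs whose samples did not overlap between the periods, the largest falls from Pre_E to Lat_E were those of gga-miR-455-5p, from 1256 ± 753 TPM (SD, n = 6) to 176 ± 94.6 TPM (SD, n = 12), and of gga-miR-1677-3p, from 37.6 ± 32.0 to 3.14 ± 1.21 TPM. Their log2 fold changes were −2.75 (SE 0.445, limma adjusted p = 2.19e-04) and −2.70, or −1.82 and −1.77 relative to the median. The only rise that met the same criteria was that of new-gga-miRNA-11, from 24.7 ± 7.51 to 55.5 ± 17.5 TPM. Its log2 fold change was 1.14, and it was 0.97 to 1.45 in the 3 fits that each left out one replicate number, under the 2-fold limit in 2 of them. From Lat_E to Bir_G, gga-miR-214 fell from 5714 ± 2926 to 221 ± 117 TPM, a log2 fold change of −4.65 (SE 0.288, limma adjusted p = 1.21e-15). gga-miR-205b was 32.7 to 1410 TPM in Lat_E and at most 1.32 TPM in Bir_G, where 9 of 21 samples listed it at 0. gga-miR-21-5p was listed at 0 in 8 of the 12 Lat_E samples and was 429, 559, 581 and 652 TPM in the others, against 2523 to 4625 TPM in Bir_G. gga-miR-19a-3p was listed at 0 in 9 Lat_E samples and was 12.7, 14.7 and 24.0 TPM in the others, and it was listed at 0 in all 6 Pre_E samples, against 120.5 to 516 TPM in Bir_G. From Pre_E to Bir_G, gga-miR-205a fell from 26743 ± 21233 to 139 ± 123 TPM (log2 fold change −7.28, SE 0.709), and gga-miR-193a-3p rose from 10.2 ± 4.87 to 1008 ± 403 TPM (log2 fold change 6.47, SE 0.331), while its other arm rose from 4.85 ± 2.01 to 29.6 ± 10.3 TPM.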

The results showed that 144 miRNAs (32 up-regulated 112 down-regulated)were detected in early -embryonic stage and late embryo stage (Pre_E vs Lat_E), and 287 miRNAs (88 up-regulated, 199 Down-regulation) were detected in late postnatal and postnatal growth stages (Lat_E vs Bir_G), and 357 miRNAs (82 up-regulation, 275 down-regulation) were detected in early -embryonic and post-natal growth stages (Pre_E vs Bir_G) (Figures 2B–D). 

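gga-miR-454-3p was 6286 ± 2548 TPM (SD, n = 6) in Pre_E, 2162 ± 699 TPM (SD, n = 12) in Lat_E and 151 ± 152.5 TPM (SD, n = 21) in Bir_G. Between Pre_E and Lat_E the log2 fold change was −1.50 (SE 0.283, limma adjusted p = 7.44e-04; exact two-sided permutation test, p = 0.000108). Between Lat_E and Bir_G it was −4.34 (SE 0.390, limma adjusted p = 1.31e-11; permutation test, p = 1e-05, the smallest that 100000 permutations can give). Between Pre_E and Bir_G it was −5.84 (SE 0.547, limma adjusted p = 2.76e-10; exact permutation test, p = 3.38e-06). All these p-values take samples as units, while 3 samples share each stage and the level also fell within Bir_G. With whole stages as units, Pre_E and Lat_E allow only 15 splits and Pre_E and Bir_G 36, so p-values this small are out of reach. The paper also set the periods by clustering these samples. Relative to the median miRNA of each sample the changes were −0.57, −4.57 and −5.36, so the change between Pre_E and Lat_E then stayed under the 2-fold limit. It also stayed under it with the edgeR test on recovered reads, at −0.77, and after rescaling without gga-miR-133a-3p, a setting chosen after the data were seen, at −0.75. With each replicate number left out in turn, the 3 changes came no closer to 0 than −1.10, −4.12 and −5.51.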

GgmiRNA-454 is differentially expressed in the above three periods. In addition, a total of 21 miRNAs from tissue differential analysis also predicted targets for 291 unique genes (Figure 3A). 

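Each tissue at D300 was compared with pectoral muscle at D300, 3 samples against 3, over the known miRNAs that both tables list. Both tables are normalized per sample. The calls, by the same limma test and thresholds, numbered 137 of 432 tested in liver (86 higher and 51 lower than in muscle), 139 of 435 in ovary (95 and 44), 193 of 505 in brain (144 and 49), 143 of 423 in spleen (92 and 51) and 132 of 419 in kidney (48 and 84). With Benjamini-Hochberg adjustment they numbered 131, 135, 192, 136 and 126. The median change of miRNAs with a mean of at least 10 TPM was 0.57, 0.62, 0.79, 0.80 and −0.56 in these tissues, and directions are relative to TPM as deposited. The miRNAs called in all 5 comparisons numbered 33, of which 18 were lower in every other tissue, 11 were higher in every other tissue and 4 changed direction. They include 16 of the 19 known miRNAs named in Figure 3A. The remaining 3, gga-miR-1685-3p, gga-miR-1a-1-5p and gga-miR-7476-3p, were at means of 0.402, 0.268 and 0.107 TPM in D300 muscle, were listed at 0 in every sample of the other tissues and were called in no comparison, while the two-sample test on untransformed TPM called each of them in all 5. At such levels a difference of log2(TPM + 1) cannot reach 1, so the main test could not have called these 3. A pseudocount of 0.1 moved the number shared by the 5 comparisons most, to 46. The prediction of target genes was not analysed here.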

Gga-miR-454 has significant differences compared with other tissues (Figure 3B).

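At D300 gga-miR-454-3p was lowest in pectoral muscle, at 108 ± 37.3 TPM (SD, n = 3), and highest in liver, at 2737 ± 250 TPM. It was 781 ± 221 TPM in brain, 459 ± 85.8 in ovary, 303 ± 69.2 in spleen and 230 ± 26.7 in kidney. The log2 fold change against muscle was 4.72 in liver (SE 0.293, limma adjusted p = 7.59e-05) and 2.88 in brain (SE 0.333, limma adjusted p = 4.75e-04). It was 2.13 in ovary (SE 0.314, limma adjusted p = 0.00229), 1.53 in spleen (SE 0.325, limma adjusted p = 0.0113) and 1.15 in kidney (SE 0.295, limma adjusted p = 0.0228). Every sample of each tissue lay above every muscle sample (exact two-sided permutation tests, p = 0.1 each, the smallest that 3 samples against 3 allow). The change in spleen stayed under the 2-fold limit relative to the median miRNA, at 0.93, and with the edgeR test on recovered reads, at 0.96. The change in kidney fell to 0.82 without replicate 2 of pectoral muscle. From the change over the stages and the difference between tissues, the paper reasons that gga-miR-454 is both time-dependent and tissue-differential, and it takes this miRNA on to myoblasts for that reason.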

**FIGURE 1:**
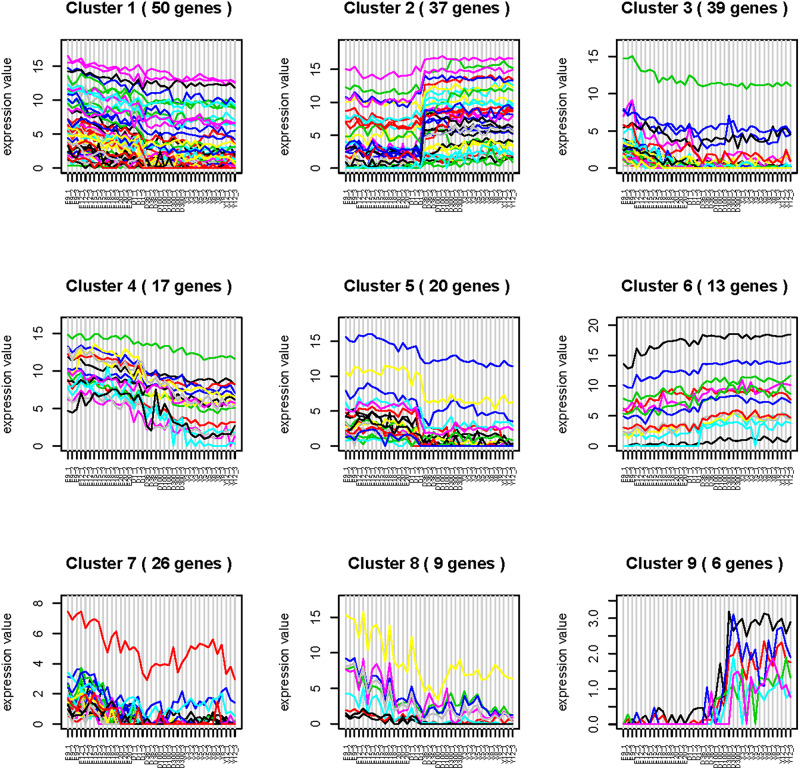
Time-series analysis.

**FIGURE 2:**
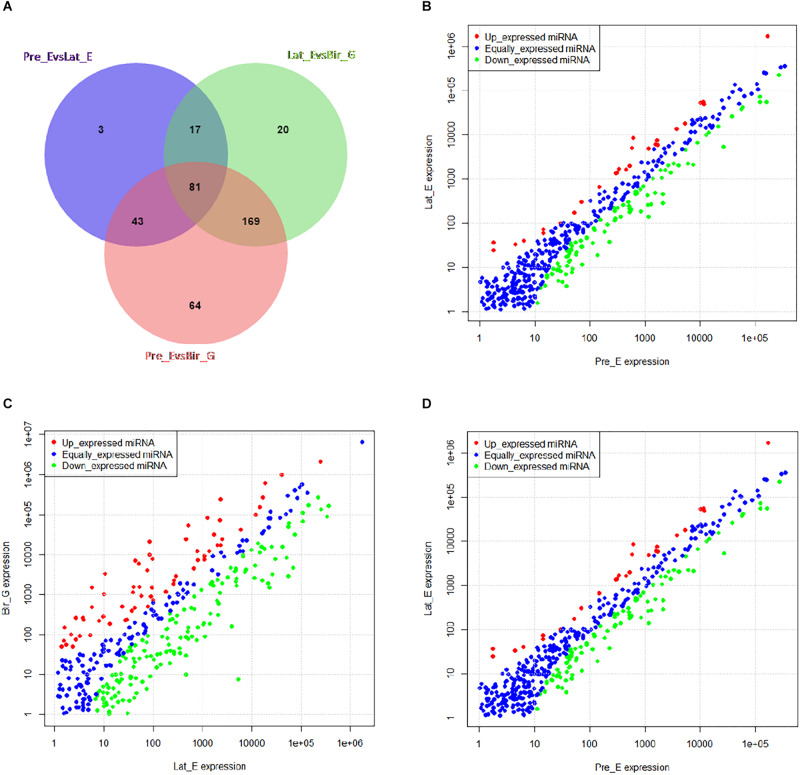
Time difference analysis: **(A)** The Venn diagram indicates the number of dynamic miRNAs; **(B)** miRNAs differentially expressed between Pre_E and Lat_E; **(C)** miRNAs differentially expressed between Lat_E and Bir_G; **(D)** miRNAs differentially expressed between Pre_E and Bir_G.

**FIGURE 3:**
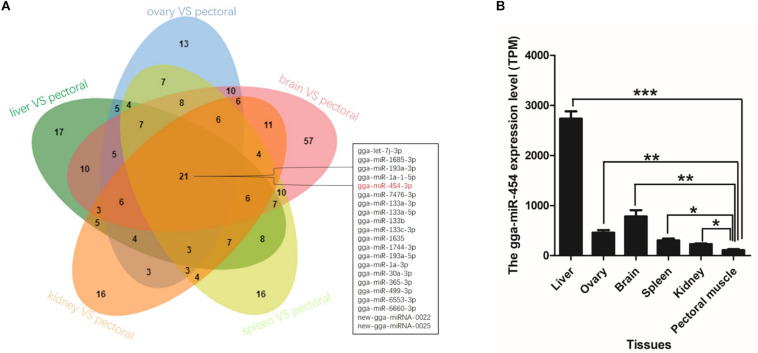
Organizational difference analysis: **(A)** The Venn diagram indicates the number of different tissues miRNAs; **(B)** Expression of gga-miRNA-454 in different tissues.

### Target Prediction and Functional Roles

A total of 21 DE-miRNAs from tissue differential analysis predicted a target of 291 unique genes. GO functional classification and enrichment analysis of each gene was annotated by Metascape. The top 20 GO enrichment items were classified into three functional groups: biological process group (11 items), molecular function group (5 items), and cellular component group (4 items). Target genes were mainly enriched in Oocyte meiosis, Hedgehog signaling pathway, Tight junction, Regulation of actin cytoskeleton, Signaling pathways regulating pluripotency of stem cells, Wnt signaling pathway, TGF-beta signaling pathway, MAPK signaling pathway, Pathways in cancer, etc. (Figures 4A,B and Supplementary Tables S3, S4).

**FIGURE 4:**
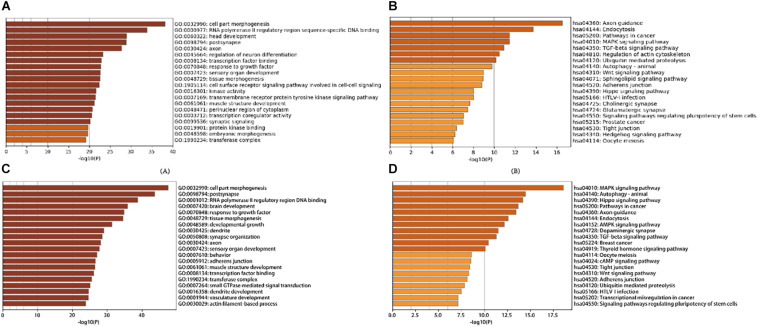
Gene Ontology and KEGG Pathway Enrichment Analysis of target genes of stage development and tissue differentially expressed miRNAs: **(A)** Heatmap of Gene Ontology (GO) of target genes of tissue differentially expressed miRNAs enriched terms colored by *p*-values; **(B)** Heatmap of Kyoto Encyclopedia of Genes and Genomes (KEGG) of target genes of tissue differentially expressed miRNAs enriched terms colored by *p*-values; **(C)** Heatmap of Gene Ontology (GO) of target genes of stage development differentially expressed miRNAs enriched terms colored by *p*-values; **(D)** Heatmap of Kyoto Encyclopedia of Genes and Genomes (KEGG) of target genes of stage development differentially expressed miRNAs enriched terms colored by *p*-values.

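Of the 62 miRNAs called in all 3 comparisons of periods, 54 were also among the 216 with a time-course pattern, gga-miR-454-3p and gga-miR-133c-3p among them. The overlap was 50 with the logarithm of days as time, and 7 with days, the setting that moved it most. The periods were drawn from the same samples as the time course, so the lists are not independent.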

There are 58 miRNAs that overlap in dynamic DE-miRNA and time-course miRNA. A total of 58 time-dependent miRNAs predicted a target of 2,546 unique genes. In addition, enrichment results of 58 time-dependent miRNAs were obtained (Figures 4C,D and Supplementary Tables S5,S6). The top 20 GO enrichment items were classified into three functional groups: biological process group (13 items), molecular function group (2 items), and cellular component group (5 items). Regarding KEGG, Target genes were significantly enriched in 20 canonical pathways including Thyroid hormone signaling pathway, Breast cancer, TGF-beta signaling pathway, Dopaminergic synapse, AMPK signaling pathway, Endocytosis Axon guidance, Pathways in cancer, Hippo signaling pathway, Autophagy -animal, MAPK signaling pathway, etc.

### Verify the Accuracy of the High-Throughput Sequencing by q-PCR

In order to verify the accuracy of high-throughput sequencing, we randomly performed q-PCR detection of 6 known differentially expressed miRNAs and 3 novel miRNAs. The results showed that q-PCR expression of miRNAs were completely consistent with our sequencing data (Supplementary Figure S4). We found that miR-133c-3p had highest expression level in discrete periods among nine miRNAs, and the trend of expression level increased with time. 

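In the sequencing values of the 13 stages, the 9 miRNAs with primers in Table 1, 7 known and 2 predicted, had mean levels of 9256 TPM for gga-miR-133c-3p, 6288 for gga-miR-101-3p, 1714 for gga-miR-454-3p, 229 for gga-miR-301b-3p, 205 for gga-miR-144-3p, 137 for new-gga-miRNA-11, 83.9 for gga-miR-204, 34.7 for new-gga-miRNA-15 and 29.8 for gga-let-7a-2-3p. The paper's text gives other numbers of known and predicted miRNAs for the q-PCR and does not name them all. Which of the 9 were among them is therefore not settled. As printed, the gga-miR-301b-3p forward primer contains that of gga-miR-454-3p, with T for U, so the 2 primers are not distinct. gga-miR-133c-3p had the highest mean of the 9 at 9 of the 13 stages, and at Y2, Y5 and Y12 among these its samples overlapped with those of gga-miR-101-3p. At E9 it was 914 ± 169 TPM (SD, n = 3) and at E12 2459 ± 955 TPM, under gga-miR-454-3p at both. At E15 the levels of these miRNAs overlapped, with 2630 ± 322 TPM for gga-miR-133c-3p. Without gga-miR-454-3p, which the paper also measured in its cell experiments, gga-miR-133c-3p had the highest mean at 12 of the 13 stages, E9, E12 and E15 among them, and its samples did not overlap with the next miRNA at 9 of these. At Y8 gga-miR-101-3p, at 14857 ± 3241 TPM, and gga-miR-133c-3p, at 14745 ± 2123 TPM, overlapped too. gga-miR-133c-3p rose to 5191 ± 320 TPM at E18, 12290 ± 231 at D36 and 16878 ± 1808 at D300, and was 14523 ± 1698 at Y12. Its log2(TPM + 1) was correlated with the stage order, with a Pearson r of 0.890 and a Spearman rho of 0.880 (two-sided permutation tests over 39 samples, p = 1e-05 for both, the smallest that the permutations can give; adjusted p = 1.12e-05 over 9 relations). Without the first and last stage r was 0.893. Within E9 to D1 r was 0.838 (n = 18), and within D36 to Y12 it was 0.313 (n = 21). How the authors' counting divides reads among members of the miR-133 family is not stated in the paper's text, so their separate levels are uncertain. gga-miR-204 has the same values as gga-miR-211 in every sample, so reads of the 2 cannot be told apart. The q-PCR values themselves were not analysed here.

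**Figure D3:**
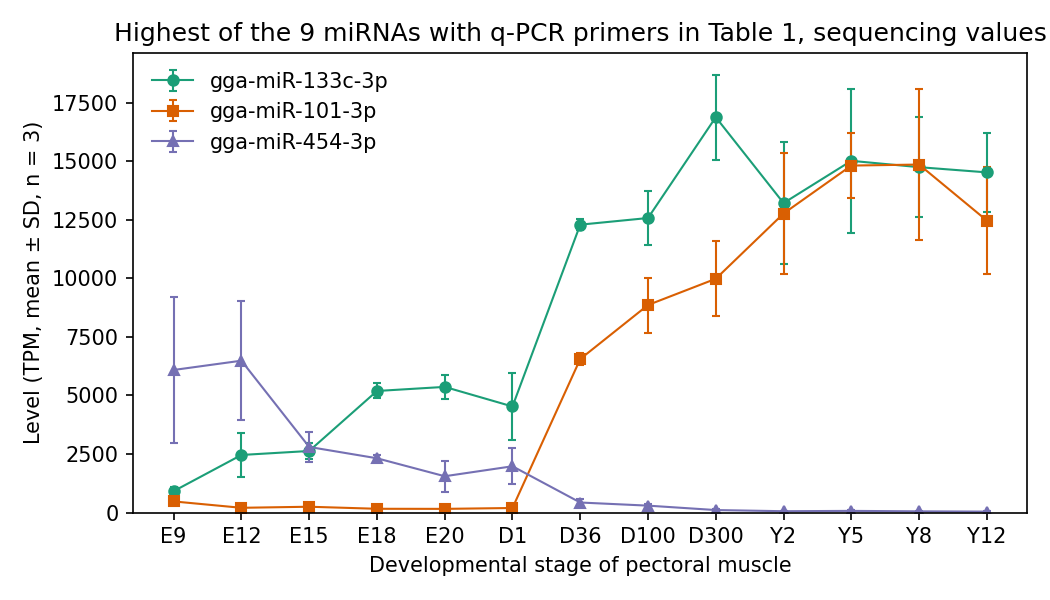
Levels in TPM (vertical axis, mean ± SD, n = 3) of the 3 highest of the 9 miRNAs by developmental stage of pectoral muscle (horizontal axis). gga-miR-454-3p leads at E9 and E12, and gga-miR-133c-3p and gga-miR-101-3p overlap from Y2 on.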

MiR-133-3p is a key regulatory molecule of MiR-133 family, specifically expressed in muscle and is capable of inducing myoblast proliferation (Chen et al., 2006).

### Primary Chicken Myoblasts Show Muscle Fusion and Achieve Transfection Efficiency

Cells were stained at the 24, 48, and 72th of differentiation to visualize myotubes, cytoplasm and nuclei, the nucleus and cytoplasm of the cells can be clearly seen (Figures 5A–C). From the attachment of the cells for 24 h, the cells are found in a single state. At 48 h, the cells become full and elongated at a dense concentration, and many long spindle-like solitary nuclei appear in the field of view, then 72 h, saw the number of myotubes increased, the shape became thicker. At the same time, we measured the transfection efficiency of cells cultured in vitro (Figures 5D,E).

**FIGURE 5:**
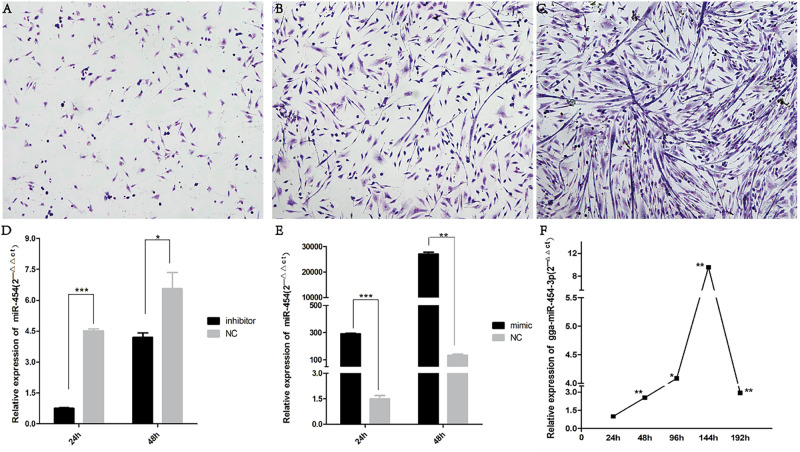
Cell staining and transfection efficiency detection: **(A)** 24-h Giemsa staining (100×); **(B)** 48-h Giemsa staining (100×); **(C)** 72-h Giemsa staining (100×); **(D)** expression of gga-miR-454 after cell transfection of inhibitor; **(E)** expression of gga-miR-454 after cell transfection of mimic; **(F)** expression of gga-miR-454 during the growth of chicken primary myoblasts.

### Gga-miRNA-454 Has no Effect on Myoblast Proliferation but Inhibits Myoblast Differentiation

We found that miR-454 showed a trend of increasing initially and then decreasing during the process of myoblast proliferation and differentiation, suggesting its potential involvement in myoblast proliferation and differentiation processes (Figure 5F). To observe the effects of gga-miRNA-454 on myoblast proliferation, we transfected chicken primary myoblast cultured in GM with an miR-454 mimic and inhibitors or scrambled negative control duplexes. Giemsa staining demonstrated that proliferation rate of miR-454-transfected cells was remarkably reduced compared with that of the control cells with larger myotube density in the visual field (Figures 6A–D), whereas miR-454 loss-of-function promoted cell differentiation rate, indicating that miR-454 can inhibit chicken myoblast proliferation. The QPCR assay showed that the mRNA expression level of *MyHC* and *MyoG* in the gga-miRNA-454 mimic group was significantly decreased at 24 and 48 h after transfection (Figures 6E,F). NC in the Figure 6E and Figure 6F represents miRNA mimic negative control. In the gga-miRNA-454 inhibitor group, the mRNA expression levels of *MyHC* and *MyoG* showed a significant increase at 24 and 48 h (Figures 6G,H). NC in the Figure 6G and Figure 6H represents miRNA inhibitor negative control. 5-Ethynyl-2′-deoxyuridine (EdU) cell proliferation assay showed that miR-454-transfected cells had no effect on myoblast proliferation (Figure 7). In addition, miR-454 reduced the formation of myotubes, and the area of myotube leveled with MyHC was significantly decreased (*P* < 0.001) after 48 h of differentiation in the transfected gga-miR-454 mimic compared with that of control group (Figures 8A,B). In contrast, the area of MyHC fluorescently labeled protein was significantly increased after gga-miR-454 inhibitor transfection (*P* < 0.001) (Figures 8C,D). Therefore, the above results showed that gga-miRNA-454 play an inhibitory role in the differentiation of chicken myoblasts.

**FIGURE 6:**
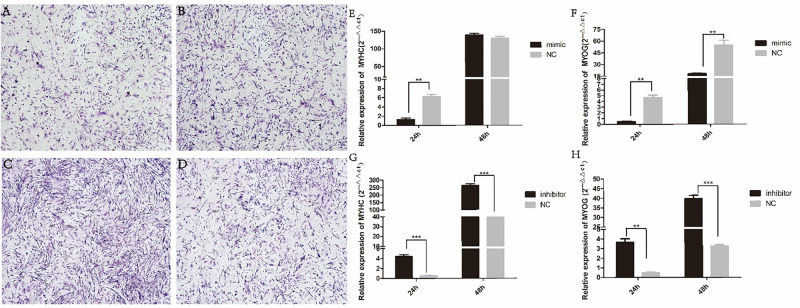
Effect of transfection of gga-miRNA-454 mimics and inhibitors on myoblast differentiation: **(A)** Giemsa staining of transfected gga-miRNA-454 mimic cells (40×); **(B)** Giemsa staining of transfected mimic-NC cells (40×); **(C)** Giemsa staining of transfected gga-miRNA-454 inhibitor cells (40×); **(D)** Giemsa staining of transfected inhibitor-NC cells (40×); **(E–H)** Detection of expression of differentiated genes after transfection of mimetics and inhibitors by QPCR.

**FIGURE 7:**
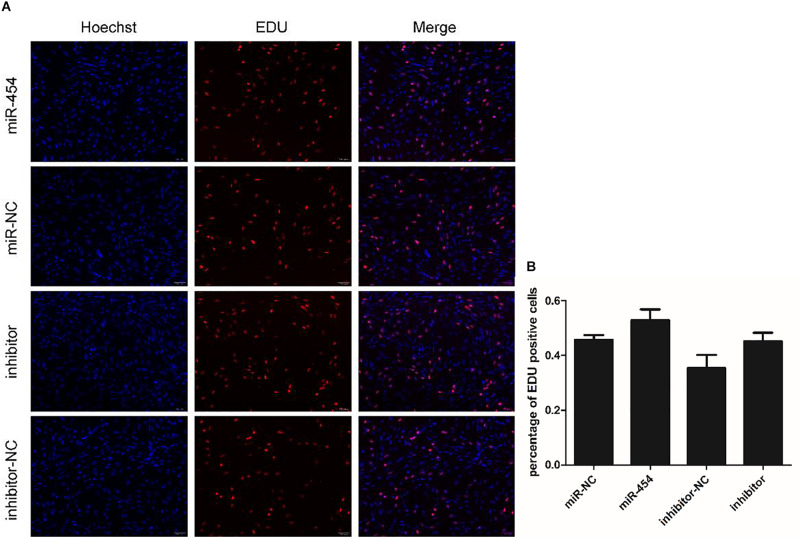
Effect of gga-miR-454 on myoblast proliferation: **(A)** EDU detection of myoblasts by mimics and inhibitors of gga-miR-454; **(B)** Percentage of EDU-positive cells transfected with gga-miR-454 mimics and inhibitors.

**FIGURE 8:**
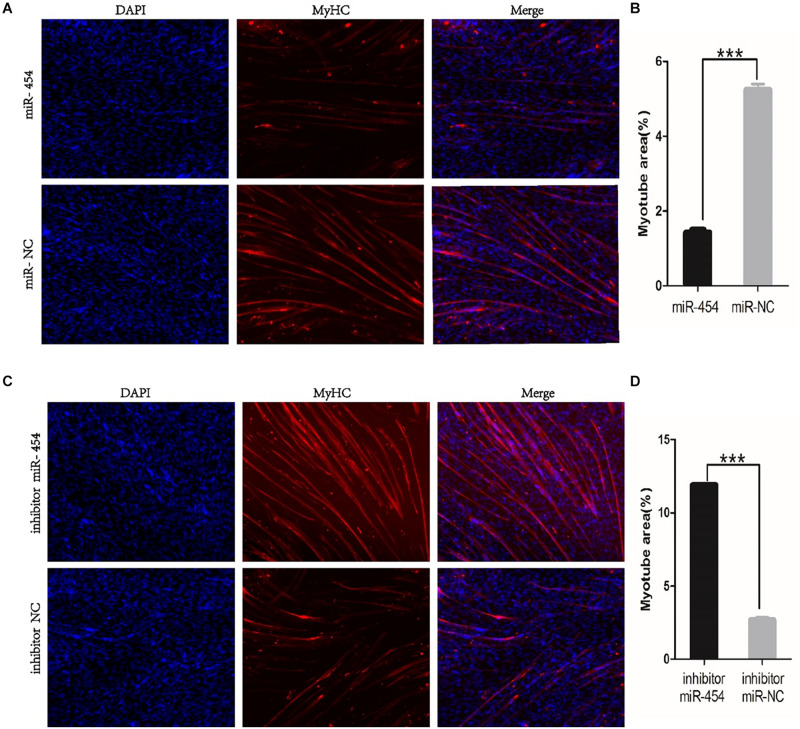
Immunofluorescence of transfected gga-miR-454 mimic and inhibitor (100×): **(A)** Immunofluorescence of transfected gga-miR-454 mimic; **(B)** Immunofluorescence area statistics of different transfected gga-miR-454 mimic; **(C)** Immunofluorescence of transfected gga-miR-454 inhibitor; **(D)** Immunofluorescence area statistics of different transfected gga-miR-454 mimic.

### Gga-miRNA-454 Inhibits Myoblast Differentiation by Targeting the Myotube-Associated Protein SBF2

Target gene prediction results showed that chicken SBF2 3′UTR has a potential binding site with miR-454 with a good target relationship (ΔG = −25.6 kcal/mol) (Figure 9A). Here, we studied the involvement of SBF2 in the inhibition of miR-454 during chicken myoblast proliferation. QPCR results shown that SBF2 gene expression levels were significantly inhibited in the gga-miRNA-454 mimic group compared with the control group, whereas significantly increased in the gga-miRNA-454 inhibitor group. SBF2 can be a potential target gene for miRNA-454 (Figure 9B). The transfection of myoblasts with miR-454 in GM downregulated SBF2 mRNA expression level, and the inhibition of endogenous miR-454 in GM using miR-454 inhibitor increased SBF2 mRNA expression. In addition, to validate whether *SBF2* is a target gene of miR-454, we constructed two dual-luciferase reporters with the wide-type and mutant 3′-UTRs of *SBF2*, respectively. Compared with miR-NC, pmirGLO-miR-454 induced a significant decrease in normalized luciferase activity of the vector containing the putative miRNA-binding site. In addition, the mutation of the miR-454-responsive elements in the binding site of SBF2-3′-UTR (SBF2-mut) resulted in loss of the inhibitory effects of miR-454 (Figure 9C). These results suggested that the predicted site is a target of miR-454 and is responsible for miR-454 targeting of the SBF2-3′-UTR.

**FIGURE 9:**
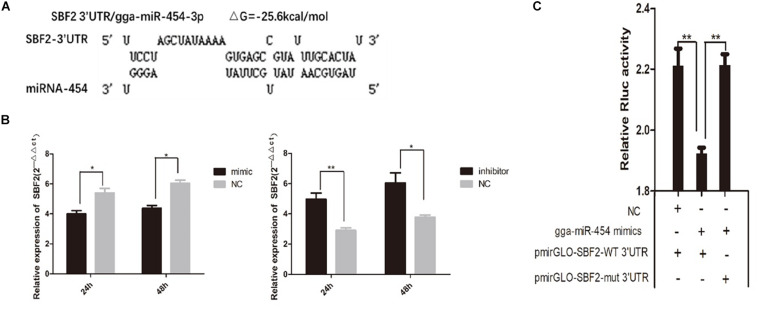
Targeting relationship between gga-miRNA-454 and SBF2 gene: **(A)** Target gene prediction; **(B)** Detection of SBF2 gene expression after transfection of mimic and inhibitor by QPCR; **(C)** Dual luciferase activity assay.

## Discussion

As a public data for miRNA expression of Tibetan chicken, we have generated a comprehensive chicken RNA-Seq transcriptomic encompassing five organs across 15 developmental stages from juvenile to old age for both sexes. The main muscle fibers of birds are formed within six days of hatching and the secondary muscle fibers are mainly formed during the embryo development at 12–16 days (Liu, 2012). Taking into account this, the embryonic period of day 5, 7, 9, 12, 15 and day 1 after birth has become a common time point for studying muscle development. Currently, there are few reports on the role of miRNAs in chicken muscle growth and development. Here, we predicted 203 and 124 novel miRNAs in Tibetan chicken from sequencing of samples from different periods and different tissue, respectively. Further functional characterization of these miRNAs had a deeper understanding of Tibetan chicken muscle specificity and developmental process dependence. 

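In the comparisons of tissues with pectoral muscle at D300, gga-miR-1a-3p was 1077 ± 128 TPM (SD, n = 3) in muscle and 3.51 ± 3.27 (kidney) to 16.6 ± 4.52 TPM (ovary) in the other tissues. gga-miR-133a-3p was 380746 TPM in muscle and 166 ± 42.5 (kidney) to 2701 ± 856 TPM (ovary) elsewhere. For gga-miR-133c-3p the range outside muscle was 6.15 ± 2.30 (kidney) to 164 ± 44.1 TPM (ovary). Log2 fold changes against muscle were −8.15 to −5.96 for gga-miR-1a-3p, −11.19 to −7.19 for gga-miR-133a-3p and −11.25 to −6.71 for gga-miR-133c-3p (limma adjusted p at most 4.96e-04). All 3 were called in the 5 comparisons in every setting tried.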

In this study, a total of 21 DE-miRNAs were screened based on tissue difference analysis, Of them, miR-1 and miR-133 were known for their key roles in skeletal muscle development (Keith and Wen, 2015). In addition, miR-193 has been reported to be associated with myotonic dystrophy type 2 (DM2) (Greco et al., 2012) and miR-365 associated with inhibition of vascular smooth muscle cell proliferation (Peng et al., 2014). 

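In the tissues at D300, gga-miR-193a-5p was 43.8 TPM in pectoral muscle and 0.272 ± 0.0383 (SD, n = 3; brain) to 8.39 ± 2.62 TPM (liver) elsewhere, lower in all 5 tissues. Its other arm, gga-miR-193a-3p, was 380 TPM in muscle, 817 ± 165 in liver (log2 fold change 1.08) and lower in the other tissues, down to 12.0 ± 2.14 TPM in brain (log2 fold change −4.89). gga-miR-365-3p was 355 TPM in muscle and 12.4 ± 0.560 (brain) to 132 ± 27.8 TPM (liver) in the other tissues, with log2 fold changes of −4.73 to −1.44.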

There are also some miRNAs to be taken into account, such as miR-6553-3p, miR-1744-3p, miR-1635.

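gga-miR-6553-3p was 105 TPM in pectoral muscle at D300 and 1.60 ± 0.188 (SD, n = 3; kidney) to 21.5 ± 8.02 TPM (brain) in the other tissues. gga-miR-1744-3p was 36.7 TPM in muscle and 1.64 ± 0.597 (ovary) to 6.16 ± 0.879 TPM (kidney) elsewhere. gga-miR-1635 was at the low level of 5.17 TPM in muscle. It was 0.663 ± 0.133 (spleen) to 2.11 ± 0.850 TPM (brain) in 4 tissues, and its highest liver sample was 1.12 TPM. All 3 were called lower in the 5 tissues, but gga-miR-1635 was called in only 4 comparisons in 3 of the 18 fits that left out 1 sample each.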

Based on the results of sample correlation analysis, it is found that miRNAs of stage E9 and E12 were closely interrelated, E15, E18, E20, and D1 shared a similar gene expression signature, whereas D36, D100, D300, Y3, Y5, Y8, and Y12 were clustered together. This result is consistent with the stage of chicken muscle growth and development. Therefore, we divide the 13 periods into three major periods: early -embryonic, late embryo and postnatal stages. 

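Correlations between stages, on log2 of the mean TPM of a stage plus 1, had a median of 0.978 over the 6 pairs within Lat_E. The median was 0.985 over the 21 pairs within Bir_G and 0.885 over the 50 pairs from different periods. The ranges were 0.969 to 0.984 within Lat_E, 0.977 to 0.995 within Bir_G and 0.837 to 0.984 between periods. E12 was correlated with E15 at 0.984 and with D36 at 0.872. From the way the stages group in the correlation analysis, the paper reasons that the 13 stages fall into early-embryonic, late embryonic and postnatal periods.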

Finding miRNAs related to muscle development using differential expression analysis and single time series analysis methods in different periods. 

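In the time-course fit, gga-miR-133a-3p rose from 9538 TPM at E9 to 380746 TPM at D300, with an R-squared of 0.872, and the R-squared of gga-miR-133c-3p was 0.914. gga-miR-1a-3p reached 0.563 and was not called. It was listed at 0 in 4 of the 18 samples from E9 to D1. Degree 3 in the stage order raised its R-squared to 0.617 and leaving out replicate 3 to 0.620, and both called it. gga-miR-26a-5p had an R-squared of 0.642, rising from 14801 TPM at E15 to 110982 TPM at D100. gga-miR-181a-5p had 0.915, with 26601 TPM at E15 and 3462 at Y5. gga-miR-222a had 0.885, with 12012 TPM at E12 and 502 at Y12. The muscle table does not list miR-23a under that name. The related gga-miR-23b-3p had an R-squared of 0.321 and was not called.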

A total of 271 time-course miRNAs were screened by applying biological methods, including some muscle-specific miRNAs, such as miR-1 and miR-133, and some non-specific miRNAs, such as miR-23a, miR-26a, miR-181, miR-222 have been reported to be involved in the regulation of muscle growth and development (Dey et al., 2012; Hudson et al., 2014; Bloch et al., 2015). A total of 58 time-dependent miRNAs are both DE-miRNAs and show time-course patterns. The time-dependent miRNAs included let-7, miR-133, miR-208b miR-499. 

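Among the 54 miRNAs that were both called between the periods and time-dependent were gga-miR-133a-3p, gga-miR-133c-3p, gga-miR-499-3p, gga-let-7a-2-3p and gga-let-7c-3p. gga-miR-499-3p had an R-squared of 0.683, with its highest level at E18 (163 TPM) and its lowest at Y5 (1.37 TPM). gga-miR-499-5p was called in all 3 comparisons of periods, but its R-squared of 0.575 stayed under 0.6. Degree 3 raised it to 0.656, and rescaling to the sum of the listed miRNAs, a setting chosen after the data were seen, raised it to 0.637. The R-squared of gga-let-7c-3p was 0.906. Among let-7 miRNAs that were not called, gga-let-7f-5p had an R-squared of 0.552 and gga-let-7i 0.370, and gga-let-7a-5p did not pass the F test. The logarithm of days as time raised gga-let-7f-5p to 0.687, and leaving out replicate 1 raised it to 0.600. gga-let-7a-2-3p had an R-squared of 0.904 and fell from 113 ± 37.3 TPM (SD, n = 6) in Pre_E to 1.43 ± 0.667 TPM (SD, n = 21) in Bir_G. gga-let-7a-5p has the same values as gga-let-7j-5p in every sample, so reads of the 2 cannot be told apart. The muscle table does not list miR-208b under that name.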

Many miRNAs had been found to participate in the differentiation of muscle fiber types in developing embryos or adult muscles. The regulatory roles of these miRNAs are mainly related to TGF-beta signaling pathway, AMPK signaling pathway, MAPK signaling pathway, etc. These pathways had been reported to be involved in muscle growth and development (Schiaffino et al., 2013; Thomson, 2018; Du et al., 2019). The most significantly enriched pathway was MAPK signaling pathway. Regulation of extracellular growth factors through activation of this pathway affects myoblast differentiation. Notably, Endocytosis Axon guidance, Pathways in cancer, Hippo signaling pathway, Autophagy -animal, Thyroid hormone signaling pathway, Breast cancer, also related to muscle growth and development. When the miRNA mimic transfection concentration reached 100 nM and the miRNA inhibitor concentration reached 200 nM, it could achieve the effect of over-expression and inhibit miRNA-454 (Figures 5D,E).

Among these miRNAs, miR-454 attracted our attention because it is a time-dependent and tissue-differential expression miRNA. In poultry, only little research on chicken gga-miR-454 have been reported. Recently, gga-miR-454 has been identified as direct inhibiter of infectious bursal disease virus (IBDV) replication by targeting the viral genomic segment B (Fu et al., 2018). In addition, gga-miR-454 expression was found lower in eight diverse tissues of chickens not infected with Marek’s disease virus, which may play a major role in the pathogenesis of Marek’s disease and tumor transformation (Yao et al., 2008). The miR-454 has been shown to be down-regulated in certain human malignancies and is associated with tumor progression. It plays a major role in colorectal cancer, prostate cancer, gastric cancer, lung cancer, liver cancer, and osteosarcoma (Wu et al., 2014; Liang et al., 2015; Song et al., 2017).

The miR-454 regulates triglyceride synthesis in bovine mammary epithelial cells by targeting PPAR-γ, which may be a crucial factor in enhancing the quality of dairy products (Zhang et al., 2019). Hitherto, the function of miRNA-454 has been explored in several human diseases, and its response to pathogenic infection, however, its role in muscle development has not yet been reported (Wu et al., 2014; Liang et al., 2015; Song et al., 2017). We have shown that gga-miR-454 was up-regulated during the proliferation and then gradually down-regulated during of chicken myoblasts differentiation. Our results demonstrated that gga-miR-454 inhibits the expression of MyHC and MyoG gene, and inhibit myoblast differentiation.

The dual luciferase reporter gene assay indicated that the *SBF2* gene is a target gene of gga-miR-454. The SBF2 gene encodes a member of the pseudo phosphatase which belongs to myotube-associated protein family (Othmane et al., 1999). In addition, interference with *SBF2* expression can inhibit the proliferation and invasion of human oral cancer cells and induce apoptosis, suggesting that the role of *SBF2* gene can be determined by inhibiting the TGF-β pathway (Tian et al., 2016). Two representative TGF-β family members including TGF-β and BMP are endogenously control myogenesis the TGF-β pathway in a phase-specific manner (Furutani et al., 2011). We assumed that the *SBF2* gene may also exert an effect on myoblast differentiation by acting on TGF-β pathway. However, the precise adjustment mechanism still worth for further study.

## Conclusion

In this study, we sequenced a total of 60 samples from 15 developing stages of the pectoral muscle and five other tissues at 300 days of Tibetan chicken. We characterized the expression patterns of miRNAs across muscle developmental stages, and found that the chicken growth and development stage was divided into early -embryonic, late embryo and postnatal stages. We identified 81 and 21 DE-miRNAs by comparing the miRNA profiles of pectoral muscle of 3 broad periods and different tissues, respectively; and 271 miRNAs showed time-course patterns. Their potential targets were predicted and used for functional enrichment to understand their regulatory functions. Significantly, GgmiRNA-454 is a time-dependent and tissue-differential expression miRNA. In order to elucidate the role of gga-miRNA-454 in the differentiation of myoblasts, we cultured chicken myoblasts in vitro. The results show that although gga-miRNA-454-3p initiates increase and thereafter decrease during the chicken myoblasts differentiation, it had no effect on primary myoblasts proliferation. Furthermore, we confirm that gga-miRNA-454 inhibits myoblast differentiation by targeting the myotube-associated protein SBF2.

## Data Availability Statement

The datasets generated for this study can be found in the GSE139304.

## Ethics Statement

All experimental protocols were subject to the Institutional Animal Care and Use Committee in the College of Animal Science and Technology, Sichuan Agricultural University, China.

## Author Contributions

MC, SZ, and ZX were involved in the conceptualization and wrote the original draft of the manuscript and pervised the experiments, analyzed the data, and supported the work. JG performed the experiments and data analysis. All authors read and approved the final version of the manuscript. All authors are responsible and guarantors for the work.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

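Small RNA sequencing of 60 samples was used: 39 pectoral muscle samples of 13 stages, 6 whole embryos of E5 and E7, and 15 samples of 5 other tissues at D300, with 3 samples per group. Conditions came from the sample labels and the methods of the paper. Where these differ, the methods of the paper were followed: the Y2 group is labelled as 3 years and the discussion of the paper also writes Y3, and the E5 and E7 samples are labelled as pectoral muscle. The authors trimmed the reads, removed other small RNAs, assigned the rest to known miRNAs of miRBase and to miRNAs predicted with miRDeep2, and deposited 2 tables of values they call TPM. The deposited values are RPM values that the authors made by scaling the reads of each sample to a library total, since nearly all values of a sample are whole multiples of 1 step and no length correction is seen. The paper's text does not name the reads that make up this total. The design, fixed before the data were examined, assumed TPM, and the same tests on a log scale serve RPM values. 1 unnamed column of the tables was not used.

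The smallest value of a sample was taken as 1 read. Whole reads came out in 56 samples, with a lowest share of whole values of 99.7%, and library totals were then 9347754 to 13060558 reads (median 10722847). The smallest amount taken as detectable was 3 reads. Intervals for single samples are 95% Wilson intervals, and intervals and floors cover counting error only. Both tables are normalized per sample, so known miRNAs listed in both were compared across them at D300. Predicted miRNAs were not, because no predicted name occurs in both tables.

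Periods and tissues were compared with limma on log2(TPM + 1), using only the samples of the groups compared. A miRNA was called at an unadjusted p of at most 0.05 and an absolute log2 fold change of at least 1, after the thresholds of the paper (a fold change of at least 2 or at most 0.5), and the number at Benjamini-Hochberg adjusted p is given beside it. The time course was a least-squares polynomial of degree 2 in the stage order, with the steps of maSigPro and an R-squared of at least 0.6. Its degree, scale and time variable were taken from the values of the paper's Tables S7 and S8, which such a fit reproduces. Single values were compared with exact two-sided permutation tests where a group had fewer than 10 samples, and otherwise with 100000 permutations. Samples were clustered by average linkage on 1 minus the Pearson correlation of log2(TPM + 1), and principal components were taken on centred values. The miRNAs named are those the paper names for the sequencing data, in its text, Figure 3A or Table 1. To these were added, in each comparison of periods, the 2 largest rises and the 2 largest falls among called miRNAs with a mean of at least 10 TPM in the higher period and no overlap between the samples. Others named in the closing section, such as gga-miR-130b, gga-miR-2954, gga-miR-301a-3p, gga-miR-18a-5p, gga-miR-18b-5p and gga-miR-1746, and also gga-let-7c-3p were chosen after their values were seen.

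The alternatives fixed before the data were examined were a pseudocount of 0.1, a mean of at least 1 TPM, adjusted p, untransformed TPM, centring on the median miRNA, the replicate number as a block, other units and groupings of the samples, other limits and scales, and leaving out each replicate in turn. The pairing of the block comes from the replicate numbers in the sample labels, and samples of the same number at different stages are different animals. edgeR was run only on the recovered reads of the 56 samples. Rescaling over the listed miRNAs, with or without gga-miR-133a-3p, was chosen after the data were seen. The scripts were tested on simulated data with 200 changed miRNAs of 4-fold. limma called all 49, 42, 54 and 73 changed miRNAs with a mean of at least 10 TPM in designs like the 3 comparisons of periods and the comparison of 3 samples with 3, and called 0 of 586, 603, 601 and 311 unchanged ones. These counts had a fixed negative binomial dispersion, 0.1 for periods and 0.02 for 3 samples against 3, and no trend within a period. Some miRNAs here spread more widely, such as gga-miR-205a in Pre_E at 26743 ± 21233 TPM (SD, n = 6). The simulated results may not carry over to them. The time course was simulated with a slope of 0.3 per stage on the log2 scale, and its fit called 44 of 44 changed and 0 of 606 unchanged miRNAs. R 4.3.3, limma 3.58.1, edgeR 4.0.16, Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 were used. The q-PCR values, cell culture, reporter assays, target prediction and enrichment of the paper were not analysed here.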

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

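Of the tests in this part, those of library depth for gga-miR-1a-3p, of single reads in the 3 low miRNAs, and of shared reads and contamination for gga-miR-130b were chosen only after the result was seen.

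In the 6 Pre_E samples, 39 results were examined for a sample far from the others (gap to the nearest sample divided by the range). 4 lay past Dixon's critical value, where chance alone gives 1.95. The ratio was 1 for gga-miR-1685-3p (highest in E9-3), 1 for gga-miR-1a-1-5p (E9-2) and 1 for gga-miR-7476-3p (E9-2). The largest number of reads behind these 3 was 2 (gga-miR-1685-3p, with the smallest value of E9-3 taken as 1 read), so single reads near the limit of the depth are a candidate explanation, and no biological explanation was tested.

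The ratio was 0.733 for gga-miR-1a-3p, which is listed at 0 in E12-1 and at 32.4, 32.8, 63.1, 86.3 and 119 TPM in the other Pre_E samples. The library total of E12-1, 11514871 reads, was the highest of those recovered in Pre_E, so low depth does not account for it. E12-1 held 73212 TPM of gga-miR-133a-3p, the highest of the E12 samples (31466 and 36933 TPM in the others), which goes against a mislabelled sample without muscle. The same miRNA is listed at 0 in 3 of 12 Lat_E samples and in 0 of 21 from D36 on. Whether its whole hairpin is left out in these samples was not tested, and no biological explanation was tested.

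gga-miR-130b, which the paper does not discuss, was listed above 0 in 1 of the 45 samples of the stage table. E20-2 held 1667 TPM of gga-miR-130b-3p (17148 of 10289627 reads, Wilson interval 1642 to 1692 TPM) and 1692 TPM of gga-miR-130b-5p (17414 reads, 1667 to 1718 TPM), against 0 in the other 44. The table of the other tissues does not list it. Reads shared with gga-miR-130a-3p do not account for it, since that miRNA was 1.11 times its mean in the other E20 samples. MIR130B, MIR454, MIR301A and MIR130A are neighbours on chromosome 15 in the assembly bGalGal1.mat.broiler.GRCg7b. In E20-2 gga-miR-454-3p was 2304 TPM, against 1198 and 1153 TPM in the other E20 samples, and gga-miR-301a-3p was 155 TPM, against 98.0 and 85.8 TPM. 0 other samples list gga-miR-130b-3p above 0, but a listing at 0 cannot exclude a source, so contamination cannot be told from this count. The mean correlation of E20-2 with the other E20 samples was 0.969, and with the E18 samples also 0.969, so a swap between neighbouring stages cannot be told from these values. With the E12 samples it was 0.946 and with the D36 samples 0.899. Which process lists the hairpin in this sample alone was not settled, and no biological explanation was tested.

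In the whole embryos of E5 and E7, which the paper leaves out of its 13 stages, 74 miRNAs were above 0 TPM that were above 0 in no pectoral muscle sample, 56 known and 18 predicted. The highest was gga-miR-1746, at 12.4 ± 1.61 TPM (SD, n = 3) at E5 and 6.36 ± 0.968 TPM at E7. With the smallest value of each sample taken as 1 read, 5 of the 74 reached 3 reads in all 6 embryos and 54 in at least 1, so whether reads near the limit of the depth account for the others cannot be told. Of the 56 known ones, 14 were above 0 in the 5 other tissues at D300, so these adult tissues do not account for the rest. Stage and tissue differ together here and cannot be told apart.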

How the results depend on the processing

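Of 939 values under 47 other settings for 76 results, 874 were labelled unchanged. For values other than counts this meant the same direction and side of the threshold, or staying within the replicate spread. Counts of miRNAs were judged by size alone: 555 detected in the stages against 816 passed as unchanged, and 443 in the tissues against 685 did not. A count can therefore pass while its members or their directions change. Between Pre_E and Lat_E, median centring gave 128 calls against 155, with only 46 in both. 42 values of the main results changed. 1 of them reversed: the difference of gga-miR-454-3p between E12 and E9 was 0.19, and −0.061 to 0.39 across the 3 fits that each left out one replicate. 23 values of other results changed, 17 weaker and 6 stronger, over 14 results. The cause was not tested except where a value is given. For gga-miR-19a-3p between Pre_E and Bir_G, untransformed TPM gave no fold, since Pre_E is listed at 0.

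Calls in Pre_E vs Lat_E, Lat_E vs Bir_G, Pre_E vs Bir_G and all 3 were 155, 203, 285 and 62. With a pseudocount of 0.1 they were 281, 336, 446 and 115, with untransformed TPM 313, 393, 494 and 144, and with edgeR on recovered reads 243, 519, 551 and 102. In simulated data untransformed TPM and edgeR called 1.49 to 2.66% of unchanged miRNAs and limma called 0. The simulated spread was fixed and had no trend within a period, so these shares may not hold for the samples here. Stage means as units gave 37 shared calls. The split of 16 higher and 139 lower in Pre_E vs Lat_E became 98 and 30 when median centred, 66 and 177 with edgeR, and 40 and 106 without gga-miR-133a-3p. That of 101 and 102 in Lat_E vs Bir_G became 193 and 326 with edgeR, 152 and 184 with a pseudocount of 0.1, 159 and 234 untransformed, 85 and 168 rescaled over the listed miRNAs, and 98 and 176 without gga-miR-133a-3p. That of 90 and 195 in Pre_E vs Bir_G became 125 and 143 when centred. In the tissues, centring gave 56 and 78 in liver, 59 and 93 in ovary, 99 and 92 in brain and 52 and 89 in spleen. edgeR gave 98 and 74 in ovary, 78 and 90 in spleen and 88 and 83 in kidney, and rescaling over both tables gave 138 and 35 in ovary.

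gga-miR-454-3p stayed under the 2-fold limit between Pre_E and Lat_E when median centred (−0.57), with edgeR (−0.77) and without gga-miR-133a-3p (−0.75), and in spleen when centred (0.93) and with edgeR (0.96). In kidney it was 0.82 to 1.33 across the fits that each left out one replicate. The time course held 20 miRNAs, 7 of them shared, with time as days, and 137 with an R-squared of at least 0.7. At 10 TPM, 279 miRNAs were detected in the stages and 266 in the tissues, and at 1 TPM 443 in the tissues.

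With untransformed TPM the lowest correlation was 0.198, the highest 0.999, E9 with E12 0.865 and Y8 with Y12 0.999. As means of single-sample correlations these were 0.827, 0.989, 0.955 and 0.986. Across the 3 fits that each left out one replicate they were 0.826 to 0.833, 0.993 to 0.995, 0.960 to 0.972 and 0.989 to 0.992. The index of the stage clusters was 0.407 untransformed and 0.872 to 0.928 without a replicate, and that of the tissue clusters 0.770 untransformed. Principal component 1 held 33.6% when scaled to unit variance, 91.3% untransformed and 62.4 to 64.7% without a replicate.

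With the replicate number as a block the calls were again 155, 203, 285 and 62, those of liver, ovary, brain and spleen 141, 139, 195 and 139 (33 shared by the 5 tissues), and the time course 227. Deviations of same-numbered samples had a mean correlation of 0.00883 in the stages and 0.0187 in the tissues. Below 3 reads (0.230 to 0.321 TPM) no difference is detectable at this depth.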

Differences from the paper's values

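In the comparison of Pre_E with Lat_E, 16 called miRNAs were higher in Lat_E, against the paper's 32. None of the 13 alternatives set before the data were examined closed the gap. Rescaling over the listed miRNAs (22) and without gga-miR-133a-3p (40), both chosen after seeing the values, came within the limit of 1.5 times. In the comparison of Lat_E with Bir_G, 102 were lower in Bir_G, against the paper's 199. A pseudocount of 0.1 (184) and untransformed TPM (234) came within the limit, and the other 11 did not. The same rescalings, chosen after seeing the values, gave 168 and 176, also within it. The miRNAs called in all 5 comparisons of tissues numbered 33, against the paper's 21. Adjusted p (31), leaving out Liver replicate 2 (31), pectoral muscle replicate 3 (30) or Spleen replicate 3 (31) came within the limit, and the other 23 alternatives did not.

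The lowest correlation between stages was 0.837, against the paper's 0.809. The correlation between Y8 and Y12 was 0.992, against the paper's 0.809, and that between E9 and E12 was 0.969, against the paper's 0.996. None of the 5 alternatives set before the data were examined closed any of these gaps.

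The paper places the lowest correlation at Y8 and Y12 and the highest at E9 and E12. From these it reasons that correlations were weaker in the early embryo than after hatching, which its pairs as printed go against. Here E9 with E12, at 0.969, was lower than Y8 with Y12, at 0.992, in the direction of that reasoning. The lowest and highest pairs here were E9 and Y12 and D36 and D100 (0.995). Other settings moved the lowest pair to E9 and D300, E12 and Y12 or E9 and Y8. They moved the highest to Y5 and Y8 or Y8 and Y12. None gave the paper's pairs. The paper groups E12 with E9, while E12 clustered here with E15, E18, E20 and D1 (correlation with E15 0.984). With untransformed TPM, E12-2 fell with E9 and the other E12 samples with E15. The paper describes a first rise of gga-miR-454, while its difference between E9 and E12, 0.19, was within the replicate spread. The paper gives gga-miR-133c-3p as the highest of the miRNAs measured by q-PCR in discrete periods. Among the 9 miRNAs with primers in Table 1, which may not be the same set, its mean in the sequencing values was the highest at 9 of 13 stages, and at 12 without gga-miR-454-3p, with samples overlapping those of gga-miR-101-3p at Y2, Y5 and Y12. The paper names heart among the organs, and heart was not analysed here.

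The paper counts miR-1 and miR-23a among time-course miRNAs, and let-7, miR-208b and miR-499 among time-dependent ones. gga-miR-499-3p (R-squared 0.683), gga-let-7a-2-3p (0.904) and gga-let-7c-3p (0.906) were called in the time course and in the 3 comparisons of periods. gga-miR-1a-3p (R-squared 0.563) was called with degree 3 (0.617) and without replicate 3 (0.620). gga-miR-499-5p (0.575) was called with degree 3 (0.656) and, in a setting chosen after seeing the values, after rescaling over the listed miRNAs (0.637). gga-let-7f-5p (0.552) was called with the logarithm of days (0.687) and without replicate 1 (0.600). gga-miR-23b-3p (0.321) and gga-let-7i (0.370) were not called. The paper's Table S8 does not list gga-miR-1a-3p, gga-miR-499-5p, gga-let-7f-5p, gga-miR-23b-3p or gga-let-7i either. For these miRNAs the main fit and that table match, but the form of the fit was chosen to fit the values of that table. The match is therefore no independent evidence. miR-23a and miR-208b are not listed under those names. Figure 3A shows gga-miR-1685-3p, gga-miR-1a-1-5p and gga-miR-7476-3p as different from muscle in every tissue, while 0 comparisons called them. Their muscle means of 0.402, 0.268 and 0.107 TPM are too low for a difference of log2(TPM + 1) to reach 1. The main test therefore cannot decide this. Untransformed TPM called each in 5 comparisons, and a pseudocount of 0.1 called them as well.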

Other observations

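Of the tests in this part, those of equal reads, of 0 listings among called miRNAs, of low arms, of a single step and of chromosome Z were chosen before their result was seen, and the others, including every count of other splits, only after it.

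Other splits of the samples gave fewer calls than the real one. The paper set the periods by clustering these same samples, so the real split of the periods was favoured from the start. For the comparisons of periods and the miRNAs they share, these counts are therefore no independent evidence. For Pre_E vs Lat_E, Lat_E vs Bir_G and Pre_E vs Bir_G, 1 of 100 splits of the samples within replicate numbers, the real one, gave as many calls. The highest of the others gave 109, 141 and 177. With whole stages moved between the groups, it was 1 of 15 splits for Pre_E vs Lat_E (highest other 120), too few to give a share under 0.05, 1 of 100 for Lat_E vs Bir_G (152) and 1 of 36 for Pre_E vs Bir_G (106). For the miRNAs shared by the 3 comparisons and for the time course, only samples within replicate numbers were moved. There it was 1 of 100, with 0 in the highest of the others. Whole stages were not moved for these results, so the share under such splits is not known. For each of liver, ovary, brain, spleen and kidney it was 1 of the 4 splits that part every same-numbered pair (highest others 6, 5, 0, 3 and 2), which cannot give a share under 0.05.

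Some miRNAs were listed at 0 in one replicate and at 10 TPM or more in another replicate of the same stage. The median number of reads expected in the library listed at 0 was 238, so depth does not account for it. In 100% of such listings with another arm to examine (31 of 31), the other arm was also at 0. Both arms of a hairpin can each be a listing, so the 31 are not independent, and hairpins left out as a whole in some libraries are a candidate explanation. Of the 65 listings in the stage table, 84.6% (55) fell in the 24 libraries up to D1 and 10 in the 21 later ones. gga-miR-21-5p was at 0 in 15 of the 24 and in 0 of the 21, gga-miR-19a-3p in 21 and 0, gga-miR-18a-5p in 22 and 0, and gga-miR-18b-5p in 9 and 0. A processing difference between these libraries cannot be told apart from development, since libraries and ages change together. Among miRNAs called between Lat_E and Bir_G, 6.90% (14 of 203) had such a listing. A hairpin at 0 in every sample of a stage is not counted there, as with gga-miR-18a-5p, at 0 in all 12 Lat_E samples and above 0 in all 21 Bir_G samples. The share of calls that rest on such listings therefore cannot be told.

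The ratio of the 5p to the 3p arm of 38 hairpins shifted between D1 and D36 by a median of 0.97 on the log2 scale, against 0.16 to 0.78 in the other steps. Samples with both arms at 0 were left out, which left 36 to 38 hairpins per step. gga-miR-193a shifted most, by −5.87. Among the 10 hairpins with both arms at 100 TPM or more the median shift was 0.44, within the 0.11 to 1.04 of other steps. Low expression of one arm may therefore account for much of the median shift. Shifts of 2 or more in absolute value occurred in 13 of the 38 hairpins at this step, against at most 3 in each other step. Among the 10 they occurred in 2 hairpins, against at most 1 in each other step. Against D300 muscle, the other tissues at D300 differed by a median of 0.67. The other muscle stages from D36 on differed by 0.54 to 0.74, and stages up to D1 by 1.24 to 1.85. A library difference between the samples up to D1 and those from D36 on cannot be told apart from development.

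The log2 ratio of gga-miR-454-3p to gga-miR-301a-3p was 2.42 to 4.19 up to D1 and −0.16 to 0.56 from D36 on. MIR454 and MIR301A are neighbours on chromosome 15 in the assembly bGalGal1.mat.broiler.GRCg7b. The median over the 5 other tissues was 0.90 (0.31 to 1.48), between the spans, so a library difference cannot be told apart from development.

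The number of detected miRNAs fell with stage order after equal numbers of reads were drawn from 36 libraries. Pearson r was −0.798 with 3065347 reads per library, and −0.795 without gga-miR-133a-3p and with 2058014 reads (permutation tests, p = 1e-05, the smallest they can give). Within the samples up to D1, r was −0.926 and −0.914, and within those from D36 on −0.061 and −0.110. Neither the number of reads on listed miRNAs nor the growing share of gga-miR-133a-3p accounts for the fall. A narrowing of the expressed miRNAs during embryonic growth is a hypothesis that fits these values, though the difference in 0 listings remains.

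Without gga-miR-133a-3p and rescaled, a setting chosen after the data were seen, 248 falling and 107 rising calls between Pre_E and Bir_G gave 2.32 falling per rising call, against 2.17 as deposited. The rescaling also divides out the rise of the listed sum: the median change was −0.61 as deposited, −1.19 rescaled over all listed miRNAs and −0.53 without gga-miR-133a-3p. Whether the share of this miRNA accounts for the excess of falling calls therefore cannot be told. Of the 216 time-course miRNAs, 118 (54.6%) changed in the same direction within E9 to D1 and within D36 to Y12. 35 passed the threshold in both spans, 160 in the first and 54 in the second. A single step between D1 and D36 alone does not account for the 179 that passed in at least 1 span, and for the 37 that passed in neither it cannot be told apart from a gradual change.

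gga-miR-2954 was 4782 TPM in E12-3 and 697 to 1064 TPM in the other E12 samples, and the next highest sample was E15-1 at 1492 TPM. Its gene lies on chromosome Z. The other chromosome Z miRNAs differed from those of other chromosomes by 0.23 on the log2 scale in that library (9 against 145 miRNAs), so a higher level of the whole chromosome does not account for it. The paper's discussion mentions both sexes, but its text and the labels assign no sex to the E12 animals, and sex was not tested.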
